# *ZNF25* as an immunotherapy target: pan-cancer biomarker potential and mechanistic exploration in glioma

**DOI:** 10.3389/fonc.2026.1631383

**Published:** 2026-06-02

**Authors:** Xiaohong Yi, Xianwen Zhang, Lijun Huang, Yuhui Chen, Maochun You, Hongyi Jia, Lefeng Hou, Chao Hu, Kun Huang, Yumei Wang

**Keywords:** *ZNF25*, pan-cancer analysis, glioma, PI3K-AKT pathway, RNA-seq

## Abstract

**Background:**

*ZNF25*, a KRAB domain-containing zinc finger transcription factor, has been identified as a potential biomarker in ovarian cancer. However, its pan-cancer significance and the underlying molecular mechanisms in other malignancies remain largely unclear.

**Methods:**

We performed a systematic pan-cancer analysis of *ZNF25* using TCGA and GTEx databases, integrated with platforms including cBioPortal, TISIDB, TIMER, and Sangerbox. Associations between *ZNF25* expression and clinical outcomes, genomic alterations, immune cell infiltration, and DNA methylation were systematically evaluated. Based on these findings, functional validation was performed in glioma cell lines (U87-MG and A172) via siRNA-mediated knockdown of *ZNF25*, followed by cell viability assays, wound healing assays, and Western blot assays. Additionally, RNA-seq was conducted in *ZNF25*- knockdown U87-MG cells to identify differential expression genes and enriched pathways.

**Results:**

*ZNF25* exhibited significant associations with diagnostic potential, poor prognosis, and immune infiltration across multiple cancer types, with the most pronounced effects observed in glioma. Functional assays demonstrated that *ZNF25* knockdown suppressed the proliferation and migration of glioma cells. Transcriptomic and biochemical analysis indicated that *ZNF25* promotes glioma progression, at least in part, through the positive modulation of the PI3K-AKT pathway.

**Conclusions:**

Collectively, our findings identify *ZNF25* as a potential diagnostic and prognostic biomarker across various cancers and suggest its critical role in glioma progression. This study provides new insights into the functional role of *ZNF25* and highlights its potential as a therapeutic target, particularly in glioma.

## 1 Introduction

Cancer is the second leading cause of death worldwide, with approximately 10 million deaths in 2022 (1). Currently, cancer can be treated with a multifaceted approach encompassing surgical interventions, radiotherapy, chemotherapy, targeted therapy, and immunotherapy. Nevertheless, clinical outcomes for many individuals remain unsatisfactory, mainly due to delayed diagnosis, high recurrence risk, severe treatment-related adverse effects, and drug resistance (2, 3). Immunotherapy has brought about a substantial transformation in the field of cancer treatment, notably through the remarkable success of immune checkpoint inhibitors (ICIs) and Chimeric Antigen Receptor T-Cell Therapy (CAR-T cell) therapy clinical applications (4). Nonetheless, patients receiving identical regimens often exhibit highly variable response rates, largely driven by intertumoral heterogeneity and differences in the tumor immune microenvironment (TIME) (5). Consequently, identifying novel biomarkers for precise diagnosis and prognosis is urgently needed. The rapid advancement of immunotherapy further underscores the importance of discovering and validating immune-related biomarkers.

Transcription factors play a crucial role in the development of various cancers, serving as key proteins that regulate gene expression. Zinc finger proteins with KRAB domains (KRAB-ZNF) constitute the largest transcriptional regulatory factor family in human, with most members clustered throughout the genome (6). Their structural hallmark includes an N-terminal KRAB domain and multiple C2H2-type zinc finger domains at the C-terminus (7). They not only participate in normal biological processes, including transcriptional regulation, organogenesis, and cell differentiation, but also play a significant role in tumors (6, 8). However, further research is needed to elucidate their specific mechanisms and roles in different types of cancer.

*ZNF25*, also known as *KOX19*, and *ZFP9*, is a member of the C2H2 zinc finger protein family. Located on human chromosome 10, *ZNF25* encodes a protein with multiple zinc finger motifs, exhibiting widespread expression across various tissue (9). Its primary mechanism is to act as a transcription factor, capable of binding to specific DNA sequences and negatively regulating transcription by RNA polymerase II. Research has shown that *ZNF25* participates in neural development and differentiation, osteoblast differentiation, and transcriptional deregulation in the retrosplenial cortex caused by anterior thalamic lesions (10, 11). Additionally, studies suggest that dysregulation of *ZNF25* may be associated with ovarian cancer and esophagus cancer (12, 13).

However, reports on *ZNF25* in other cancer types remain scarce, and its detailed molecular mechanisms are poorly understood. Despite its potential implication in cancer, the multifaceted role of *ZNF25*, particularly its influence on tumor immunity and clinical outcomes, remains poorly understood across different cancers.

This study conducted an extensive pan-cancer analysis of *ZNF25*, and elucidated the significant influence of *ZNF25* on tumor diagnosis, prognosis, and TIME, etc. We found *ZNF25* knockdown can inhibit the proliferation and migration of U87-MG and A172 cells. Remarkably, we also performed RNA sequencing (RNA-seq) in *ZNF25*-knockdown U87-MG cells, differentially expressed genes (DEGs) were greatly enriched in PI3K-AKT signaling pathway. *ZNF25* knockdown reduced p-AKT protein levels both in A172 and U87-MG cells. These findings underscore *ZNF25* as a promising cancer biomarker, and candidate target for cancer therapy, with special relevance to glioma.

## 2 Materials and methods

### 2.1 Data collection

Gene expression data, clinical data, and mutation data of *ZNF25* across 41 types of cancer and their matched normal tissues were downloaded from the UCSC Xena database (https://xena.ucsc.edu/) (14), GTEx database (https://www.genome.gov/Funded-Programs-Projects/genotype-Tissue-Expression-Project) (15). The full names and abbreviations of the 41 cancer types are listed in **Table 1**. In this study, “glioma” refers to diffuse gliomas of the brain (WHO grades II–IV). Glioma data were sourced from The Cancer Genome Atlas (TCGA) project under the identifier “GBMLGG”, which consolidates two major subtypes: lower-grade gliomas (LGG, grades II–III) and glioblastoma multiforme (GBM, grade IV), excluding other glioma entities such as pilocytic astrocytoma and spinal cord gliomas. The terms GBM, LGG, and GBMLGG are used consistently in accordance with the TCGA classification standards.

**Table 1:** Full names and abbreviations of the 41 cancer types in TCGA.

Abbreviation	Cancer types
ACC	Adrenocortical carcinoma
BLCA	Bladder Urothelial Carcinoma
BRCA	Breast invasive carcinoma
CESC	Cervical squamous cell carcinoma and endocervical adenocarcinoma
CHOL	Cholangiocarcinoma
COAD	Colon adenocarcinoma
COADREAD	Colon adenocarcinoma/Rectum adenocarcinoma
DLBC	Lymphoid Neoplasm Diffuse Large B-cell Lymphoma
ESCA	Esophageal carcinoma
GBM	Glioblastoma multiforme
GBMLGG	Glioblastoma and Lower Grade Glioma
HNSC	Head and Neck squamous cell carcinoma
KICH	Kidney Chromophobe
KIPAN	Pan-kidney cohort (KICH+KIRC+KIRP)
KIRC	Kidney renal clear cell carcinoma
KIRP	Kidney renal papillary cell carcinoma
LAML	Acute Myeloid Leukemia
LGG	Brain Lower Grade Glioma
LIHC	Liver hepatocellular carcinoma
LUAD	Lung adenocarcinoma
LUSC	Lung squamous cell carcinoma
MESO	Mesothelioma
OV	Ovarian serous cystadenocarcinoma
PAAD	Pancreatic adenocarcinoma
PCPG	Pheochromocytoma and Paraganglioma
PRAD	Prostate adenocarcinoma
READ	Rectum adenocarcinoma
SARC	Sarcoma
STAD	Stomach adenocarcinoma
SKCM	Skin Cutaneous Melanoma
STES	Stomach and Esophageal carcinoma
TGCT	Testicular Germ Cell Tumors
THCA	Thyroid carcinoma
THYM	Thymoma
UCEC	Uterine Corpus Endometrial Carcinoma
UCS	Uterine Carcinosarcoma
UVM	Uveal Melanoma
OS	Osteosarcoma
ALL	Acute Lymphoblastic Leukemia
NB	Neuroblastoma
WT	High-Risk Wilms Tumor

### 2.2 Differentially expressed and survival analysis of *ZNF25* across cancers

The expression data of the *ZNF25* gene was extracted and log_2_(x+0.001) transformed. Cancers types with fewer than 3 samples were excluded from analysis. The mRNA expression of *ZNF25* in tumor tissues, adjacent normal tissues, and different pathological grades were analyzed using the Sangerbox platform (http://sangerbox.com/home.html) (16). Differentially expressed results were assessed using the Wilcoxon rank-sum test (unpaired samples) and Wilcoxon signed-rank test (paired samples), with adjusted *P* < 0.05 considered statistically significant.

The correlation of *ZNF25* expression and clinical outcomes, including Overall Survival (OS), Disease-Specific Survival (DSS), and Progression-Free Interval (PFI) was evaluated across cancers. Forest plots were generated using the SRplot web server (http://www.bioinformatics.com.cn/SRplot) (17), and P-values were adjusted using p.adjust function in R (version R 4.5.0).

TIMER2.0 (http://timer.cistrome.org/) is a comprehensive resource for systematic analysis of immune infiltrates across diverse cancer types (18). The “Gene Outcome” module of Exploration in TIMER2.0 was used to evaluate the prognosis significance of *ZNF25* expression via Cox proportional hazard regression. Survival differences between *ZNF25* high- and low-expression groups (stratified by median expression) were analyzed using the log-rank test to generate Kaplan–Meier curves.

### 2.3 Association analysis between *ZNF25* and tumor genomic features

Tumor mutational burden (TMB) (19), microsatellite instability (MSI) (20), and neoantigen load (NEO) (21) are associated with tumor immunogenicity and predict favorable response to immune checkpoint inhibitors. In contrast, elevated levels of loss of heterozygosity (LOH) (22), DNA methylation-based Stemness Scores derived by the Stemness group (DNAss) and RNA-based Stemness scores derived by the Stemness group (RNAss) (23) reflect genomic and transcriptomic instability, and are often correlated with enhanced tumor aggressiveness, poor prognosis, and therapy resistance. Data regarding TMB, MSI, NEO, and LOH were retrived from the TCGA and GDC (https://portal.gdc.cancer.gov/) (24). *ZNF25* expression values were log_2_(x+0.001) transformed, and Pearson correlation analysis was performed to evaluate its associations with TMB, MSI, NEO, and LOH. Results were visualized as lollipop plots using the ggplot2 in R.

The ZNF family is critically involved in regulating tumor stemness, as multiple family members have been shown to correlate with DNAss and RNAss (25). The tumor stemness indices, including the DNAss and RNAss, were derived from mRNA expression and DNA methylation signatures as previously described. Using the Sangerbox platform, we calculated the stemness score of *ZNF25* by integrating its expression data with known stemness-associated features. After excluding fewer than 3 samples, 37 cancer types remained. Pearson correlation coefficients between *ZNF25* expression and DNAss/RNAss were computed and visualized using lollipop plots.

### 2.4 Genetic alterations analysis of *ZNF25* in pan-cancer

The cBioPortal tool was employed to investigate the mutation of *ZNF25* across different cancer types. Initially, we opted for the “TCGA PanCancer Atlas Studies” dataset. Subsequently, we input “*ZNF25*” into the “Query” section, where the tool furnished data about *ZNF25* alteration sites, categories, as well as quantities within both the “Cancer Types Summary” and “Mutations” sections. Besides, the IntOGen (IntOGen-Cancer Mutations Browser) platform was utilized to obtain the distribution of the observed mutations along the protein sequence.

### 2.5 Correlation analysis of DNA methylation and RNA modification for *ZNF25*

The SMART platform (http://www.bioinfo-zs.com/smartapp/) (26) was used to analyze the correlation between *ZNF25* expression and DNA methylation in various cancers in September 2023. Firstly, we inputted “*ZNF25*” into the “Quick Start” module, and subsequently utilized the “CpG-aggregated methylation” module to calculate the pan-cancer *ZNF25* methylation levels and visualized as box plots. The MethSurv web tool (https://biit.cs.ut.ee/methsurv/) (27) was utilized to perform multivariable survival analysis based on *ZNF25* DNA methylation data.

Expression data for the *ZNF25* and 44 genes related to the three RNA modifications types (m1A (10), m5C (13), m6A (21)) were extracted using Sangerbox and log_2_(x + 0.001) transform. Pearson correlation coefficients between *ZNF25* and these RNA modification regulators were calculated.

### 2.6 Correlation analysis of *ZNF25* expression with the TIME

ESTIMATE (Estimation of STromal and Immune cells in MAlignant Tumor tissues using Expression data), a sophisticated scoring system, was used to evaluate the stromal cell presence, and immune cell infiltration in tumor tissue by analyzing expression data (28). The estimate R package and Spearman correlation test was used to calculated stroma, immune, and estimate scores for each patient in each tumor based on gene expression. The results were then visualized using ggplot2, heatmap, ggpubr, and ggExtra R packages.

To analyze the association between *ZNF25* expression and tumor-infiltrating immune cells (TIICs) across pan-cancer, we employed the “Lymphocyte” module of TISIDB (http://cis.hku.hk/TISIDB/search.php) in August 2023 (29), with purity adjustment applied. We used Spearman correlation analysis to explore the relationship between *ZNF25* expression and the infiltration levels of 28 immune cell types, reporting the correlation coefficient as rho (ρ). TIICs included active T cell (ActCD8^+^, ActCD4^+^), Central Memory T cell (TcmCD8^+^, TcmCD4^+^), Effector Memory T cell (TemCD8^+^, TemCD4^+^), Th1, Th2, regulatory T cell (Treg), active B cell (Act B), immature B cell (Imm B), memory B cell (Mem B), natural killer (NK), CD56bright NK (CD56bright), CD56dim NK (CD56dim), Myeloid dendritic cell, natural killer (NK), Myeloid-derived suppressor cell (MDSC), natural killer T cell (NKT), active Dendritic Cell (Act DC), plasmacytoid dendritic cells (pDC), immature Dendritic Cell (iDC), macrophage, eosinophil, mast cell, monocyte, and neutrophil. The results are presented as a heatmap. In addition, we also applied the same method to analyze the relationships of *ZNF25* expression, CNA, and methylation with MHC-related genes (MHCs), respectively. Besides, the correlation between somatic Copy Number Alteration (CNA) of *ZNF25* and immune cell infiltration levels was investigated using TIMER (https://cistrome.shinyapps.io/timer/) in August 2023.

Isocitrate dehydrogenase 1(*IDH1*) mutation is a hallmark molecular event in glioma genesis, occurring in the majority of gliomas, where it serves as a pivotal diagnostic biomarker and an independent and favorable prognostic factor (30, 31). The correlation between *ZNF25* and wild type *IDH1* (*IDH1*-WT), mutated *IDH1 *(*IDH1*-mut) genes expression in GBM and LGG was assessed from “gene correlation” module of the “Cancer Exploration” section in TIMER2.0 database, which integrates various immune prediction methods, calculating significance using the Wilcoxon test. The correlation of *ZNF25* expression with *IDH1*-WT and *IDH1*-mut expression in GBM and LGG was assessed using the TIMER2.0 database. Specifically, we used the “gene correlation” module within the “Cancer Exploration” section, which integrates various immune prediction methods and calculates significance using the Wilcoxon test.

### 2.7 Correlation analysis of *ZNF25* expression with DNA repair genes and T cell exhaustion (Tex)- related genes

DNA repair systems play a critical role in maintaining genome integrity and preventing cancer development. To determine whether *ZNF25* is involved in this process, we used the TIMER 2.0 database to analyze the pan-cancer correlation between *ZNF25* expression and representative markers of DNA repair pathways, including *ADAR*, *ATM*, *BRCA1*, *BRCA2*, *ERCC2*, *ERCC4*, *ERCC5*, *MLH1*, *MLH3*, *MSH2*, *MSH3*, *MSH4*, *MSH5*, *PMS1*, *PMS2*, *XPA*, and *XPC*. The results were visualized as heatmaps.

Tex has a long-term effect on the TIME, which may show an enhanced immune regulatory function by inhibiting the activity of effector immune cells, forming an immune escape environment (32). To explore the association between *ZNF25* expression and Tex cells, we analyzed its relationship with Tex related gene markers (*ARID1A*, *ARID1B*, *CD274*, *CTCF*, *CTNNB1*, *EP300*, *GSK3B*, *HAVCR2*, *IFNAR1*, and *YY1*) using the TIMER 2.0 database.

### 2.8 Cell lines and cultures

Glioma exhibited the most significant associations between *ZNF25* expression and prognosis as well as immune infiltration, with opposite patterns in GBM and LGG. Therefore, we selected two glioma cell models (A172 and U87-MG) for subsequent experiments, including knockdown and phenotypic assays. Glioma cells U87-MG were obtained from the American Type Culture Collection (ATCC, Manassas, USA), and A172 were purchased from Xiamen Immocell Biotechnology Co. Ltd. Cells were cultured in DMEM medium (Gibco, ThermoFisher, China) supplemented with 100U/ml penicillin-streptomycin (HyCloneTM, Utah, USA) and 10% fetal bovine serum (FBS, ExCell, China). All cultures were maintained at 37 °C in a humidified incubator with 5% CO_2_.

### 2.9 siRNA reverse transfection assay

To evaluate the knockdown efficiency of the three siRNAs (GenePharma, Shanghai, China), reverse transfection was performed in 6-well plates. The siRNAs panel included three siRNAs targeting *ZNF25* and a non-targeting negative control siRNA (siNC), with three biological replicates for each condition. The transfection reagent (FECT1, Dharmacon Reagents, USA) was gently mixed with Opti-MEM, followed by the addition of the siRNAs, and incubated at room temperature for 30 minutes to allow complex formation. U87-MG and A172 cells were seeded into the 6-well plates at a density of 3 × 10^5^ cells per well, after which the transfection complexes were evenly added. The final concentration of siRNA in the culture medium was 25 nM. After 72 hours of incubation at 37 °C, the knockdown efficiency of siRNA was assessed by RT-qPCR, and RNA-seq analysis was subsequently performed using U87-MG.

The sequence of *ZNF25* siRNAs are as follows:

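The 3 *ZNF25* siRNAs were matched to the human transcripts of GENCODE v44 on GRCh38. Each sequence as listed was the antisense strand, and the bases of its paired stretch were complementary to *ZNF25* and to no other annotated gene. Positions were counted from 1 at the 5′ end of the *ZNF25* transcript ENST00000302609, which is 4152 bases long and has 6 exons. siRNA-1 paired with bases 316 to 334 in exon 3, on chromosome 10 from 37957455 to 37957473. The target was GGACTCTGTATAAGGATGT, within the transcript context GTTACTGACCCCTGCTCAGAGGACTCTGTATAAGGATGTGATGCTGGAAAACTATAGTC. The target of siRNA-2, GGAGCATTCATGATCTAGA, covered bases 475 to 493 in exon 5, on chromosome 10 from 37953731 to 37953749. Its context was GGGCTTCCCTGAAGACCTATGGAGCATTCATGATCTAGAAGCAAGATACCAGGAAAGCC. For siRNA-3 the target was CTGCCCTCATAGTACATCA at bases 619 to 637 in exon 6, on chromosome 10 from 37953088 to 37953106. It lay in the context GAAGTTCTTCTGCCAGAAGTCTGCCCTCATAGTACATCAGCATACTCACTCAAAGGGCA. All 3 targets were in the coding sequence, and the gene is on the minus strand.

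**Figure D1:**
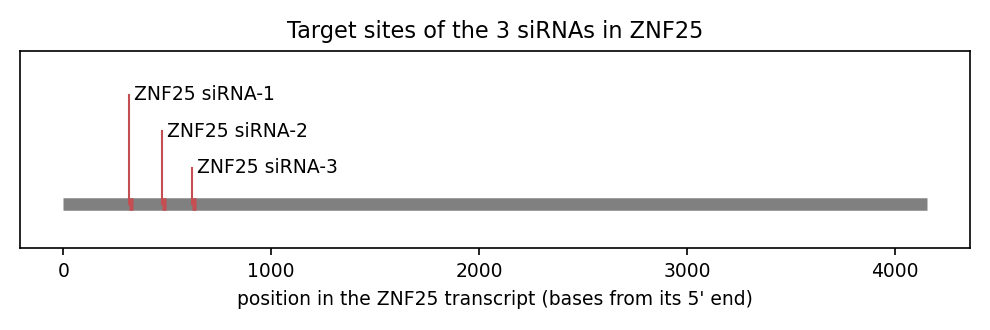
Positions of the 3 siRNA targets along the *ZNF25* transcript ENST00000302609, with position in bases from the 5′ end on the horizontal axis. The targets start at bases 316, 475 and 619 of 4152.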

*ZNF25* siRNA-1: ACAUCCUUAUACAGAGUCCTT;
*ZNF25* siRNA-2: UCUAGAUCAUGAAUGCUCCTT;
*ZNF25* siRNA-3: UGAUGUACUAUGAGGGCAGTT;
NC siRNA: ACGUGACACGUUCGGADAATT.

### 2.10 Real-time fluorescence quantitative PCR

Six 10 cm dishes were used for the knockdown assay, with 7× 10^5^ U87-MG cells seeded per dish. The cells were divided into two groups: siNC and si*ZNF25*, with three biological replicates per group (one dish per replicate). The si*ZNF25* pool consisted of three siRNAs (si*ZNF25*-1, si*ZNF25*-2, and si*ZNF25-*3; GenePharma, Shanghai, China). Total mRNA was extracted using Trizol (Invitrogen, USA) according to the manufacturer’s instructions. The extracted total mRNA was reverse-transcribed into cDNA using the HiScript II Q RT SuperMix for qPCR kit (Vazyme, China), followed by RT-qPCR amplification using ChamQ Universal SYBR qPCR Master Mix (Vazyme, China), with β-actin as the internal reference gene. Relative gene expression was calculated using the 2^(-ΔΔCT) method. The primer sequences used are listed as follows:

*ZNF25*-Forward primer 5’-3’: CCTGGGGCTGCCAGCTAAGGT;
*ZNF25*-Reverse primer 5’-3’: CAGGGAAGCCCCGATGTGGAA.
β-actin-Forward primer 5’-3’: CATGTACGTTGCTATCCAGGC;
β-actin -Reverse primer 5’-3’: CTCCTTAATGTCACGCACGAT.

### 2.11 Western blot assays

U87-MG and A172 cells were transfected as described in Section 2.10. Total protein was extracted from both the si*ZNF25* groups and siNC group using RIPA lysis buffer. Protein quantification was performed using the Bicinchoninic Acid (BCA) assay. Samples were denatured by heating at 100 °C for 10 minutes in a metal bath, briefly cooled, and centrifuged prior to loading. Equal amounts of protein were separated by Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis (SDS-PAGE), and transferred onto PVDF membranes, followed by blocking with 5% non-fat milk. The membranes were then incubated overnight at 4 °C with primary antibodies against the target protein and GAPDH (loading control), followed by incubation with an HRP-conjugated secondary anti-bodies. Protein bands were visualized using an enhanced chemiluminescence (ECL) substrate, and band intensities were quantified using ImageJ software. Relative protein expression levels were normalized to GAPDH, and statistical significance was assessed using an unpaired t-test based on at least three independent experiments.

### 2.12 Cell viability assays

U87-MG and A172 cells were respectively seeded into 96-well plates at a density of 5× 10^3^ cells per well, and divided into control and knockdown groups. Cells were transfected as described in Section 2.10, and incubated at 37 °C for 72h. The experiment was independently repeated three times. Subsequently, 10μl of Cell Counting Kit-8 (CCK-8) reagent (BaoGuang Bio, China) was added to each well. After an additional 2 hours of incubation, the absorbance at 450 nm was measured using a microplate reader. Cell viability was calculated by comparing the absorbance values between the knockdown and control groups. Absorbance was measured at 450 nm using a spectrophotometer. The results of the CCK-8 assay were presented as bar charts generated using GraphPad Prism.

### 2.13 Wound healing assays

U87-MG and A172 cells were respectively seeded into 96-well plates at a concentration of 5× 10^3^ cells/well and reverse transfected as described in Section 2.10. Upon reaching approximately 90% confluence, a precise wound was created in each well using a 96 wells cell wound maker (Sartorius, IncuCyte^®^).The plates were then transferred to a live-cell analysis system (Sartorius, IncuCyte^®^ SX1) for continuous incubation and automated image acquisition. The system captured phase-contrast images at the predefined time points of 0, 12, 24, and 36 hours post-scratching. Wound closure was quantified using the integrated software by measuring the wound width or confluence. Wound closure efficiency was quantified and statistically analyzed at the 36-hour time point, with six independent experimental replicates. Quantitative results were presented as bar charts generated using GraphPad Prism.

### 2.14 RNA-seq experiments

RNA-seq experiment was conducted on U87-MG cell samples treated with siNC or si*ZNF25*. First, total RNA was extracted using Trizol reagent. Second, RNA quantity and purity were detected by Bioanalyzer 2100 and RNA 6000 Nano Kit (Agilent, USA). Only RNA samples with an RNA integrity number (RIN) >7.0 were used for library construction. Then, the sequencing libraries were prepared and subjected to transcriptome sequencing on the Illumina NovaseqTM 6000 sequence platform (LC-Bio Technologies (Hangzhou) Co, Ltd, China), with a minimum depth of 20 million reads per sample. All libraries passed stringent quality control criteria, including a Q30 score > 90%, ensuring superior data accuracy for reliable results. 

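In the deposited table, the number of genes with a count was 26589, 26213 and 25897 in siNC replicates 1 to 3. It was 25413, 26130 and 25281 in si*ZNF25* replicates 1 to 3. With 3 libraries per group no outlier test was made on these numbers. The 10 genes with the highest counts took between 6.46% and 6.64% of each library. Ribosomal protein genes took 9.94% of the counts in si*ZNF25* replicate 1 and between 6.33% and 7.55% in the other libraries. In a principal component analysis of library-size-normalized counts (CPM) on the log2 scale, the first component held 42.9% of the variance. On it, siNC replicate 3 lay at −75.2 and si*ZNF25* replicate 1 at 96.6, with the other 4 libraries between them. Across genes, which are not independent replicates, the Spearman correlation of a library's deviation from the mean with GC content ranged from −0.457 in siNC replicate 3 to 0.515 in si*ZNF25* replicate 1. The median SD of a gene's log2 CPM between replicates was 0.24 in siNC and 0.34 in si*ZNF25*.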

The detected gene counts were distributed uniformly across all samples without obvious outliers, supporting data reliability for downstream analysis. Illumina sequence FASTQ reads were aligned to the human reference genome (GRCh38) using HiSat2 (25). Gene expression levels were quantified and differential expression analysis was performed using DESeq2. DEGs were identified with cut-offs of adjusted P-value (padj) < 0.05 and log_2_ fold-change (log_2_FC) > 1.

### 2.15 Gene enrichment analysis

To identify the biological pathways and key genes affected by *ZNF25* knockdown, we performed functional enrichment analysis on the DEGs obtained from RNA-seq following *ZNF25* silencing. The volcano plot illustrating the DEGs was generated using the Sangerbox platform. DAVID (https://davidbioinformatics.nih.gov/) (33) was employed for conducting Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis, and identified the top 10 significantly pathways. The results were visualized by ggplot R package.

### 2.16 Statistical analysis

All statistical analyses and visualizations were performed using R software and GraphPad Prism 9.5.0. The correlation between two groups is calculated using Pearson or Spearman correlation analysis, and for significant differences in prognosis analysis, the log-rank test is employed. Statistical analysis of RT-qPCR data is performed using Student’s t-test. Statistical significance was defined as P < 0.05 (*), P < 0.01 (**), P < 0.001 (***), and P < 0.0001 (****).

## 3 Results

### 3.1 *ZNF25* is differentially expressed across cancers and associated with patient prognosis

Pan-cancer analysis revealed that *ZNF25* expression was significantly dysregulated across multiple malignancies. Specifically, *ZNF25* was significantly downregulated in 22 cancer types, including GBM, BRCA, LUAD, COAD, and BLCA, while upregulated in 8 cancers, including LGG, KIRC, LIHC and PAAD (**Figure 1A**). Additionally, *ZNF25* exhibited opposite expression patterns in glioma, with low expression in GBM and high expression in LGG. Further analysis showed significant differences in *ZNF25* expression across tumor grades in GBMLGG, LGG, STES, KIPAN, STAD, HNSC, and KIRC (**Figure 1B**).

**Figure 1:**
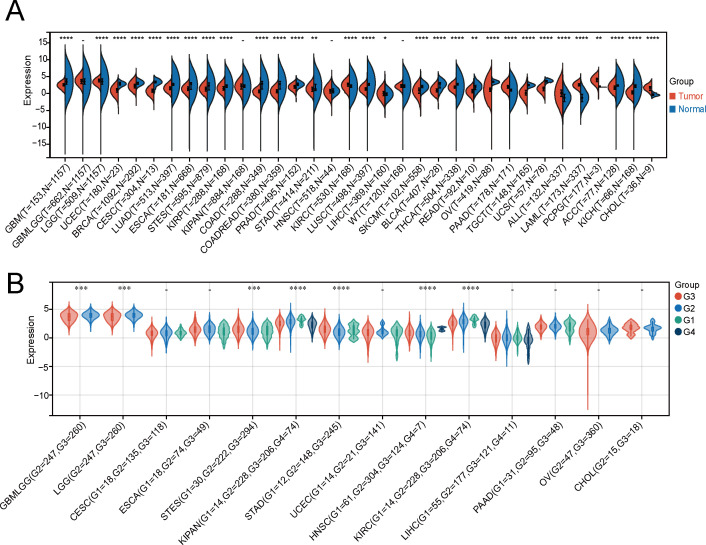
*ZNF25* exhibited significantly different expression across multiple cancer types. **(A)** *ZNF25* exhibited low expression levels in 22 types of tumors and was highly expressed in 8 types of tumors. **(B)** *ZNF25* displayed significant different expression levels in different tumor grade of in 14 types of cancers and normal tissues from the TCGA and GTEx database. Differences were assessed using the Wilcoxon rank-sum test (for unpaired samples) and the Wilcoxon signed-rank test (for paired samples). The resulting P-values were adjusted using p.adjust function in R 4.5.0. (* adjust P <0.05, ** adjust P < 0.01, *** adjust P < 0.001, **** adjust P < 0.0001).

Survival analysis showed that *ZNF25* expression is significantly associated with patient outcomes in a cancer-type-specific manner. *ZNF25* exhibited a favorable prognostic factor in glioma, with hazard ratios (HR) of 0.365 in GBMLGG and 0.380 in LGG (both FDR<0.004), indicating that higher expression predicted better survival (**Figure 2A**). Similar associations were observed in SKCM, SKCM-M, KIRC, and LUAD. Consistent trends were observed for DSS and DFI, particularly in glioma (**Supplementary Figures 1A, B**). Kaplan-Meier curves showed low *ZNF25* expression correlated with poor prognosis in GBMLGG, LGG, SKCM, SKCM-M, and KIRC (**Figures 2B–F**). These findings support *ZNF25* as a context-dependent prognostic biomarker with particular relevance in glioma.

**Figure 2:**
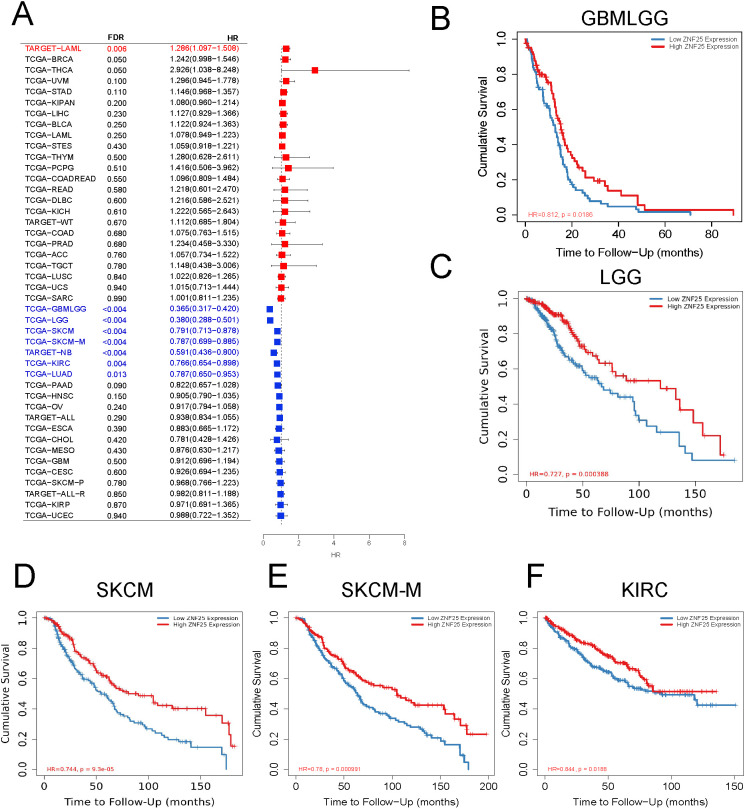
The survival prognosis analysis of *ZNF25* expression in multiple cancers. **(A)** *ZNF25*expression correlated with a favorable prognosis of OS in 7 types of cancer patients and an unfavorable prognosis of OS in 1 type of cancer patients. Forest plot depicting the survival analysis results of *ZNF25* expression on OS in pan-cancer (FDR < 0.05). **(B–F)** Results of Kaplan-Meier analysis of significance between *ZNF25* expression and OS (P < 0.05). High expression of *ZNF25* was correlated with a favorable prognosis of OS in GBMLGG, LGG, SKCM, SKCM-M, and KIRC.

### 3.2 *ZNF25* correlates with tumor genomic features and stemness

To explore the genomic relevance of *ZNF25*, we analyzed its association with tumor heterogeneity indicators. *ZNF25* expression showed significant correlations with TMB, MSI, NEO, and LOH across multiple caners, including a positive association with TMB and neoantigen burden in GBM (**Figures 3A–D**). For example, *ZNF25* was positively associated with TMB and NEO in GBM and GBMLGG, while negatively correlated in cancers such as BRCA and LUAD. Furthermore, *ZNF25* was significantly associated with tumor stemness indices (DNAss and RNAss) in a wide range of cancers (**Figures 3E, F**). In LGG and GBMLGG, *ZNF25* showed significantly negative correlated with DNAss and positive correlated with RNAsss, indicating its potential involvement in tumor dedifferentiation and progression.

**Figure 3:**
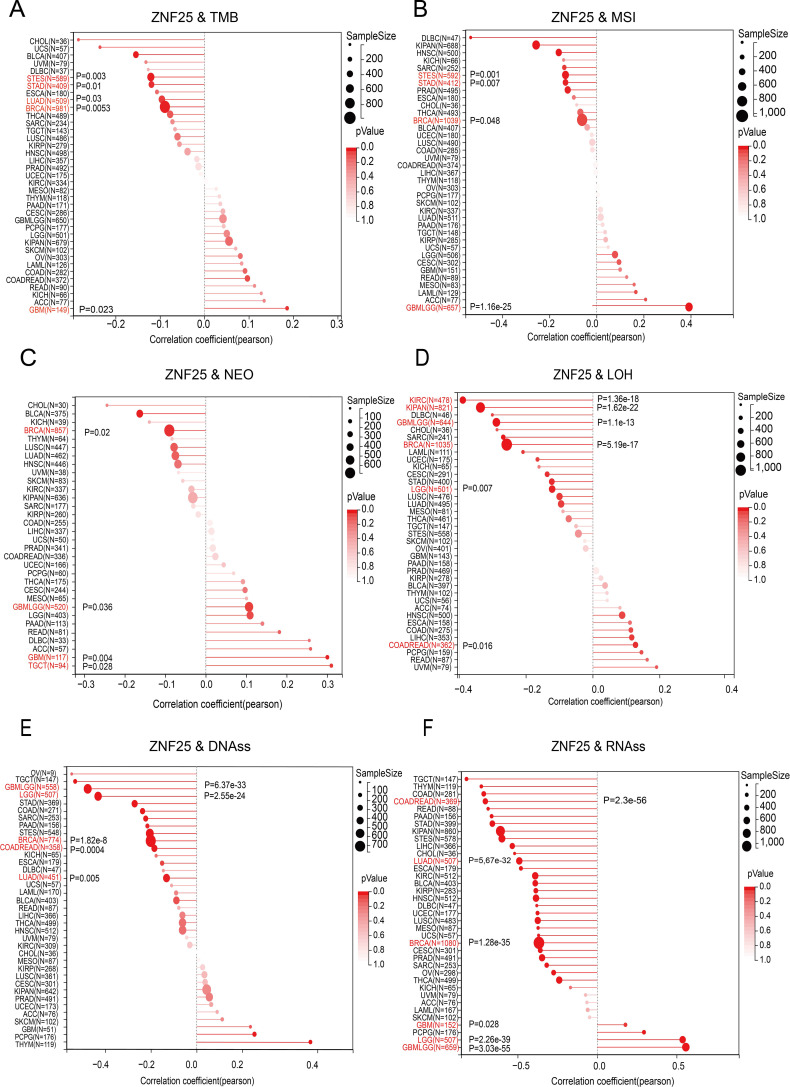
The expression of *ZNF25* is significantly associated with tumor heterogeneity and tumor stemness in multiple types of cancer. **(A)** Lollipop plots of the correlation between *ZNF25* expression and TMB. **(B)** Lollipop plots of the correlation between *ZNF25* expression and MSI. **(C)** Lollipop plots of the correlation between *ZNF25* expression and NEO. **(D)** Lollipop plots of the correlation between *ZNF25* expression and LOH. **(E)** Lollipop plots of the correlation between *ZNF25* expression and DNAss. **(F)** Lollipop plots of the correlation between *ZNF25* expression and RNAss.

### 3.3 *ZNF25* genetic alterations in pan-cancer

Analysis of 25,698 tumor samples revealed that *ZNF25* alterations were relatively infrequent, with missense mutations being the predominant type (**Figure 4A**). Higher mutation frequencies were observed in UCEC (4.54%), BLCA (3.41%), and LUAD (3.29%) (**Figure 4B**). *ZNF25* expression was also positively correlated with multiple DNA repair-related genes in pan-cancer, including ADAR and ATM (**Supplementary Figure 2A**), raising the possibility that *ZNF25* may be functionally linked to genomic stability maintenance.

**Figure 4:**
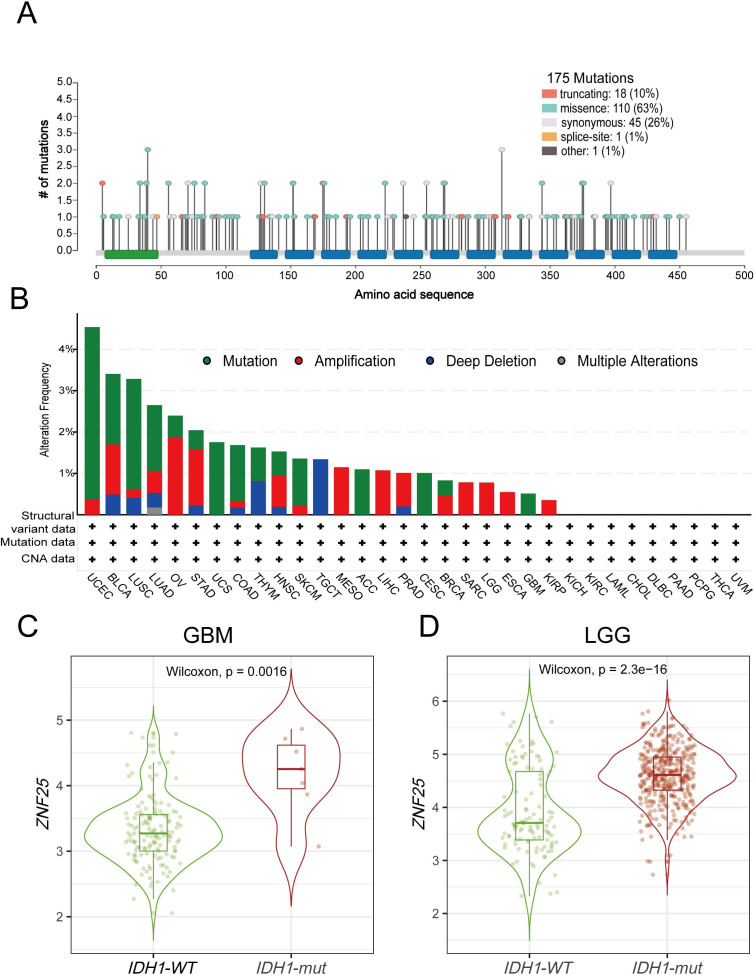
Genetic alterations of *ZNF25* in pan-cancer. **(A)** Genetic alterations of *ZNF25* protein structural domains. **(B)** Mutation types and frequency of *ZNF25* gene in pan-cancer. **(C, D)** The upregulation of *ZNF25* in *IDH1-*mut type of GBM and LGG.

In glioma, *ZNF25* expression was significantly higher in *IDH1*-mut types compared to *IDH1*-WT case in both GBM and LGG (**Figures 4C, D**). The *IDH1*-mut molecular subtype is independently associated with a more favorable prognosis. These findings suggest that *ZNF25* may participate in the oncogenic pathway related to *IDH1* mutation and could serve as a potential molecular marker to distinguish between *IDH1*-mut and *IDH1*-WT gliomas.

### 3.4 *ZNF 25* is closely associated with the tumor immune infiltration, particularly in glioma

*ZNF25* expression was positively correlated with Tex genes in almost all cancer types (**Supplementary Figure 2B**), indicating that *ZNF25* may be involved in the immune escape microenvironment.

*ZNF25* expression was significantly correlated with immune infiltration in 25 cancer types (**Figure 5A**). Positive correlations ESTIMATEScore were observed in 13 cancer types, including LUAD, and COAD, whereas negative correlations were prominent in glioma (GBM, GBMLGG, and LGG). Correlation analyses between *ZNF25* expression and StromalScore, ImmuneScore, and ESTIMATEScore across multiple cancer types, including GBM, LGG, COADREAD, KIPAN, COAD, and PAAD, further supported these findings (**Figures 5B–J**).

**Figure 5:**
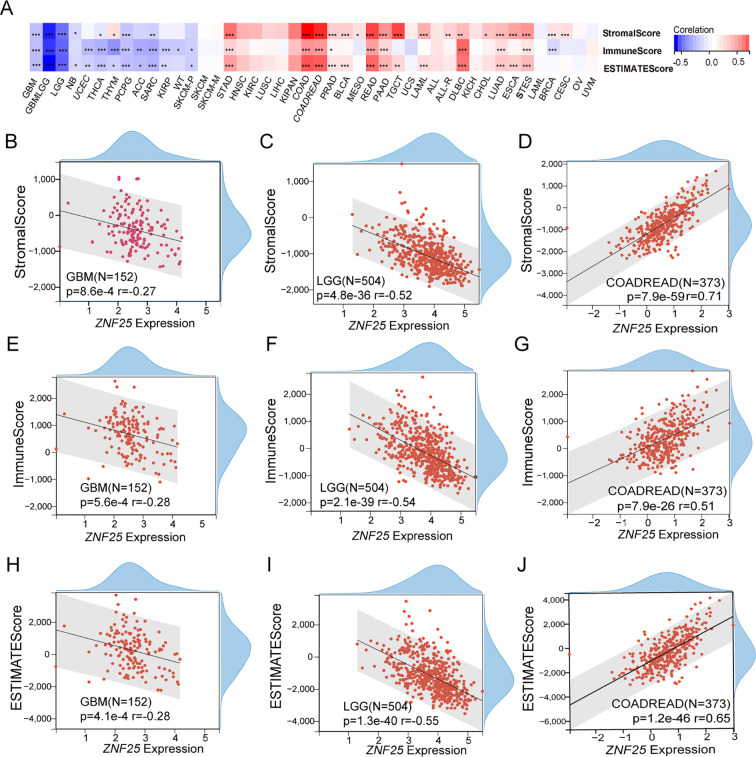
ZNF25 expression is associated with stromal scores, immune scores, and estimate scores in the TIME across various cancer types. **(A)** Heatmap showing the correlation between *ZNF25* in pan-cancer and StromalScore, ImmuneScore, and ESTIMATEScore, red represents positive correlation, and blue represents negative correlation. **(B–D)** Specific correlation plots between *ZNF25* expression in GBM, LGG, COADREAD and StromalScore. **(E–G)** Specific correlation plots between *ZNF25* expression in GBM, LGG, COADREAD and ImmuneScore. **(H–J)** Specific correlation plots between *ZNF25* expression in GBM, LGG, COADREAD and ESTIMATEScore. (* P <0.05, ** P < 0.01, *** P < 0.001).

Analysis of tumor-infiltration immune cells (TIICs) revealed that *ZNF25* expression was negatively associated with most infiltration immune cells both in GBM and LGG (**Figure 6A**). Intriguingly, the correlation between *ZNF25* methylation and TIICs was positive in GBM but negative in LGG. In contrast, the correlation between CNA of *ZNF25* and TIICs was negative in GBM but positive in LGG (**Figures 6B, C**). Furthermore, *ZNF25* expression was negatively associated with MHCs both in GBM and LGG, but positively correlated in TGCT (**Figure 6D**). While the correlation between CNA of *ZNF25* and MHCs is positive in GBM but negative in LGG, and the correlation between *ZNF25* methylation and MHCs is almost negative in GBM but positive in LGG (**Figures 6E, F**).

**Figure 6:**
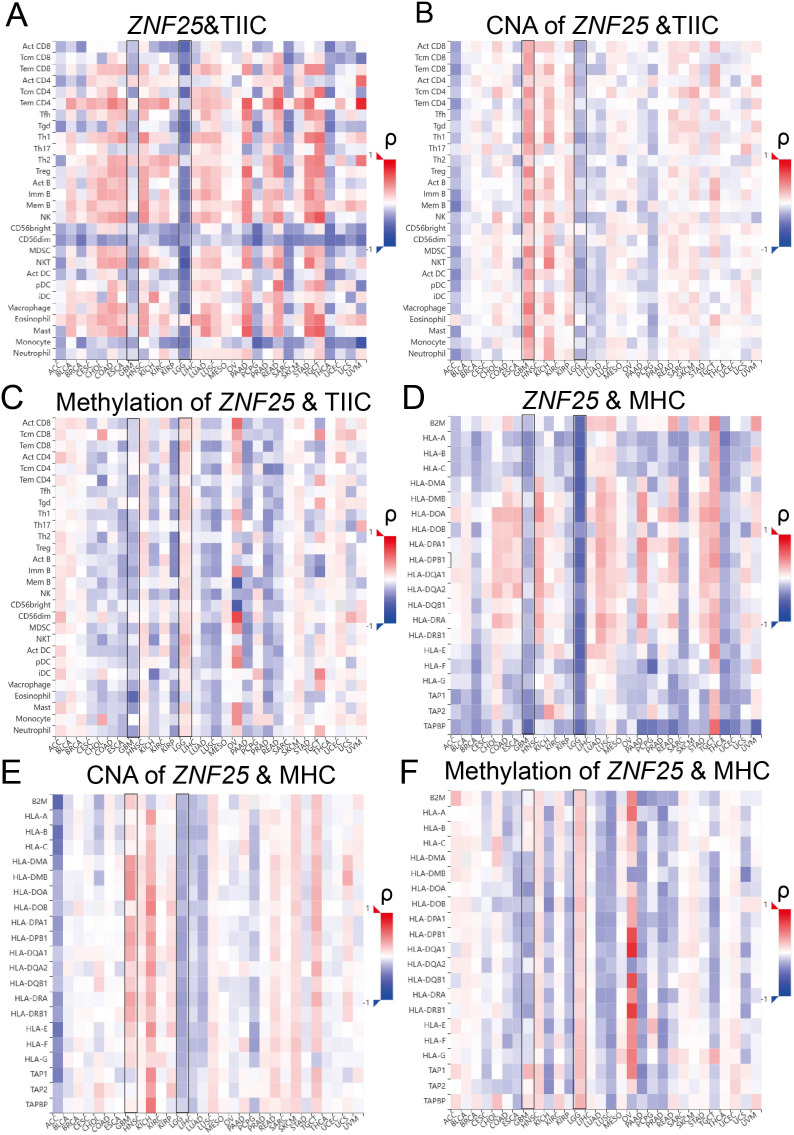
The relationship between *ZNF25* expression and TIICs, MHCs in pan-cancer. **(A)** Association between *ZNF25* expression and TIIC across 30 types of cancer. **(B)** Association between CNA of *ZNF25* expression and TIICs across 30 types of cancer. **(C)** Association between *ZNF25* methylation and TIICs across 30 types of cancer. **(D)** Association between *ZNF25* expression and MHCs across 30 types of cancer. **(E)** Association between CNA of *ZNF25* expression and MHCs across 30 types of cancer. **(F)** Association between *ZNF25* methylation and MHCs across 30 types of cancer. The red color indicates significant positive correlation and the blue color indicates significant negative correlation.

Given the growing body of evidence on the role of RNA modification in tumorigenesis, our pan-cancer investigation demonstrated a significant positive correlation between *ZNF25* expression and the majority of RNA modification associated regulators, encompassing writers, readers, and erasers (**Supplementary Figure 3A**).Besides, arm-level deletions of *ZNF25* were significantly associated with immune cell infiltration in LGG, including B cell, CD8^+^ T cell, CD4^+^ T cell, macrophage, neutrophil, and dendritic cell. In contrast, in GBM, arm-level deletions of *ZNF25* were only significantly correlated with Macrophage, Neutrophil, and Dendritic cells (**Supplementary Figure 3B**).

Collectively, these results indicated that *ZNF25* may serve as a factor that dynamically evolves during glioma progression, with its distinct molecular forms (expression, methylation, and CNA) playing different roles in the immune microenvironment of glioma.

### 3.5 Correlation between *ZNF25* DNA methylation and patient survival

DNA methylation analysis revealed significant tumor-specific alterations in *ZNF25* promoter methylation across pan-cancer (**Figure 7A**). In glioma, different *ZNF25* methylation sites showed distinct or even opposite prognostic effects. For example, methylation at TSS200 sites (e.g., cg10265073) was negatively correlated with survival, whereas certain TSS1500 sites were positively correlated with survival (**Figures 7B–L**). Additionally, cg09166990 (TSS1500 island) and cg03712239 (TSS1500 island-S-Shore) exhibited a positive correlation with survival in GBM (**Figures 7D, E**), while cg09166990 (TSS1500 island) displayed a negative correlation with survival in LGG (**Figure 7H**). In LGG, methylation at cg09391093 and cg10609984 (TSS200 island) were negatively correlated with survival probability (**Figures 7I, J**), and the methylation of TSS1500-island-cg15594301 and 5’ Untranslated Region (5’UTR)-island-cg24146166 of *ZNF25* is negatively related with survival (**Figures 7K, L**). Interestingly, methylation at cg26684581 (3’ Untranslated Region (3’UTR)-Open-sea) was positively correlated with survival in LGG (**Figure 7M**).

**Figure 7:**
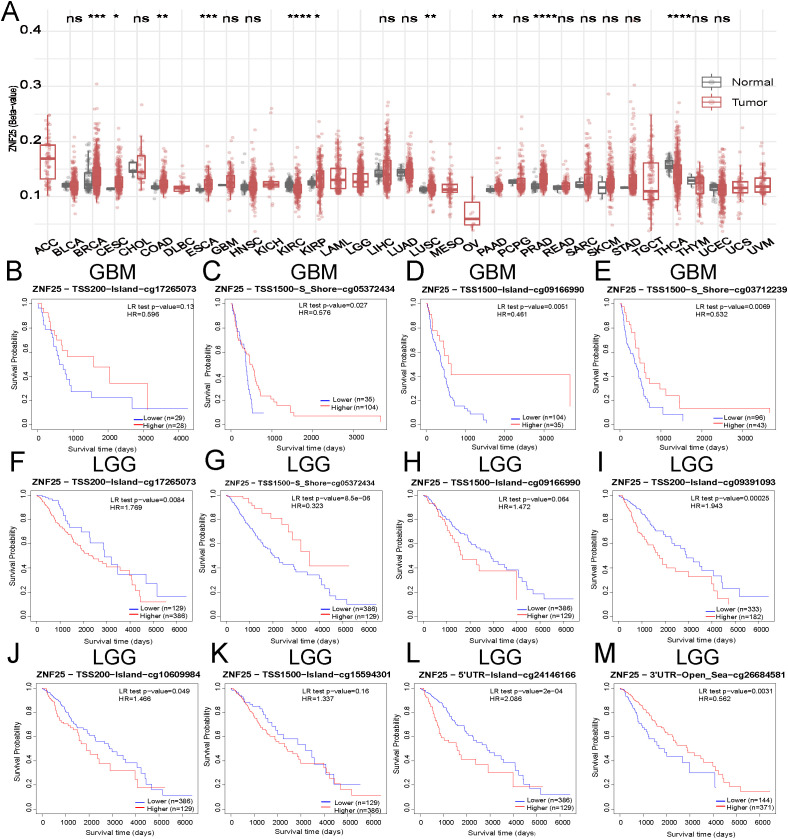
The correlation between DNA methylation sites of *ZNF25* and their correlation with survival probability analysis. **(A)** Promoter methylation levels of *ZNF25* promotor in pan-cancer. **(B–E)** Results of Kaplan-Meier analysis of significance between *ZNF25* expression and DNA methylation in GBM. **(F–M)** Kaplan-Meier analysis of significance between *ZNF25* expression and DNA methylation in LGG. (* P <0.05, ** P< 0.01, *** P < 0.001, **** P < 0.0001).

### 3.6 *ZNF25* knockdown suppress proliferation and migration in glioma cells

To further investigate the functional role of *ZNF25*, its expression was silenced in U87-MG and A172 glioma cell lines using small interfering RNAs (si*ZNF25*), with a non-targeting siRNA (siNC) serving as the control. Efficient knockdown at the transcriptional level was confirmed by both mRNA and protein levels (**Figures 8A–F**). CCK-8 assays demonstrated that *ZNF25* silencing significantly impaired cell proliferation in both A172 and U87-MG cells, and reduced their migratory capacity (**Figures 8G, H**). Wound healing assay revealed that at 36 hours post-wounding, the percentage of wound closure in *ZNF25*-knockdown A172 and U87-MG cell lines was significantly lower than that in the control group (**Figures 8I–L**). Collectively, these findings indicate that *ZNF25* is essential for maintaining the proliferative and migratory potential of glioma cells.

**Figure 8:**
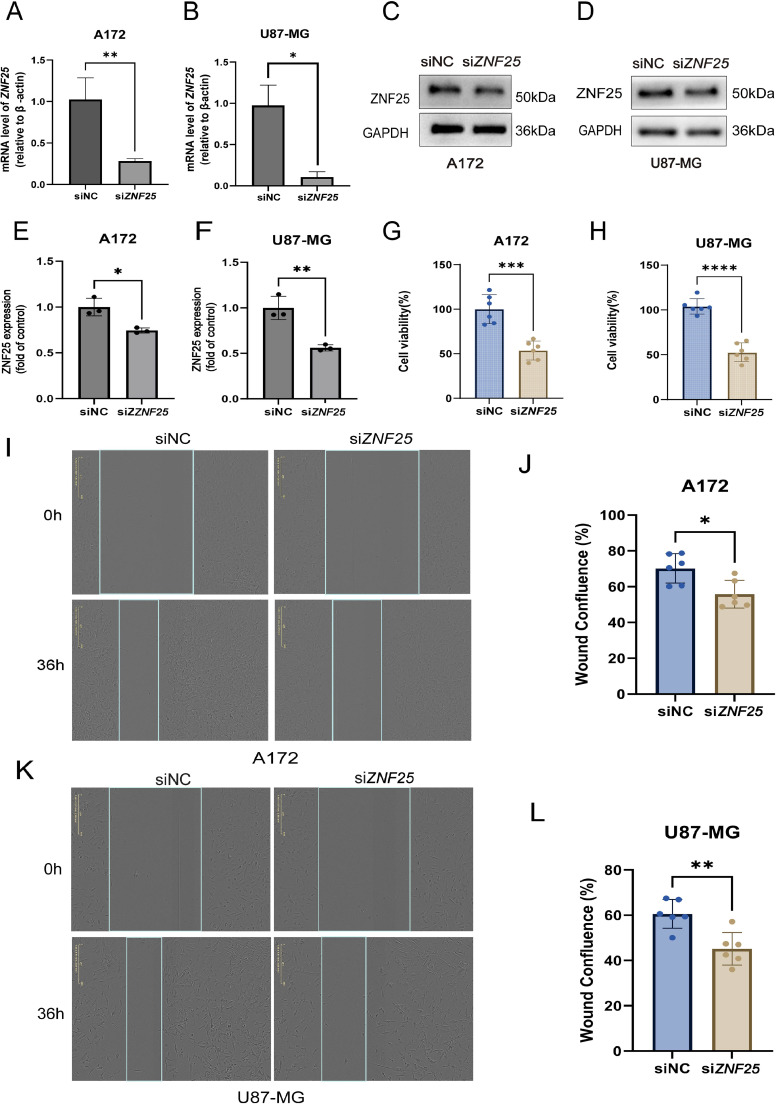
*ZNF25* knockdown inhibits proliferation and migration of A172 and U87-MG Cells. **(A)** The silencing efficiency of siRNAs for *ZNF25* knockdown in A172 cells detected by RT-qPCR. **(B)** The silencing efficiency of siRNAs for *ZNF25* knockdown in U87-MG cells detected by RT-qPCR. **(C)** ZNF25 protein levels in A172 cells were analyzed by Western blotting at 72 hours post-transfection with si*ZNF25* and siNC. GAPDH was used as a loading control. **(D)** ZNF25 protein levels in U87-MG cells were analyzed by Western blotting at 72 hours post-transfection with si*ZNF25* and siNC. GAPDH was used as a loading control. **(E)** Bar graph showing the quantification of protein expression in A172 cells. The band intensities from Western blot analysis were quantified using ImageJ software. Data are presented as mean ± SD (n=3 independent experiment, Student’s t-test). **(F)** Bar graph showing the quantification of protein expression in U87-MG cells. The band intensities from Western blot analysis were quantified using ImageJ software. Data are presented as mean ± SD (n=3 independent experiment, Student’s t-test). **(G–H)** Cell viability was determined by CCK-8 assay in A172 and U87-MG cells after transfection with si*ZNF25* and siNC. Data are presented as the mean ± SD of at least three independent experiments compared with the siNC group at the corresponding time point. **(I)** Representative microscopic images of the wound area at 36h after scratching in A172 cells transfected with si*ZNF25* and siNC. Scale bar, 400 μm. **(J)** Quantitative analysis of the wound closure rate of A172 cells at 36h post-transfection with si*ZNF25* and siNC. **(K)** Representative microscopic images of the wound area at 36h after scratching in U87-MG cells transfected with si*ZNF25* and siNC. Scale bar, 400μm. **(L)** Quantitative analysis of wound closure rate in U87-MG cells at 36h post-transfection, with si*ZNF25* and siNC. Data are shown as mean ± SD from n = 6 independent experiments. Statistical significance was determined by Student’s t-test. (* P <0.05, ** P< 0.01, *** P < 0.001, **** P < 0.0001).

### 3.7 Transcriptomic profiling reveals PI3K-AKT signaling as a key pathway regulated by *ZNF25*

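U87-MG is an adherent human glioblastoma cell line. The paper describes dishes seeded with 700000 cells each and transfected with siNC or si*ZNF25*, 3 dishes per group. It gives the 72 hours before RNA-seq with a transfection in multi-well plates. Each library was taken here to come from 1 dish, 72 hours after transfection, which the paper does not state directly. The authors aligned the reads to GRCh38 with HISAT2 and deposited an estimated count for each Ensembl gene and library, without normalization, together with FPKM values. The total counts were 75727910, 73751917 and 60793988 in siNC replicates 1 to 3, and 74117900, 71720159 and 60432952 in si*ZNF25* replicates 1 to 3. These totals are not numbers of reads. In siNC replicate 1, for example, 1313 genes had a count of 4, against 726 with a count of 3 and 456 with a count of 5. Between 94.6% and 95.4% of well-covered genes with a single transcript had counts in proportion to FPKM times transcript length within 1%. The excess of counts of 4 is the pattern of counts derived from coverage, in which 1 pair of reads of 150 bases adds about 4 to a gene. The proportion to FPKM would also hold for FPKM computed from read counts, so it cannot decide this. Divided by 4, the totals correspond to between 15108238 and 18931978 read pairs on genes, with a median of 18437979 in siNC and 17930040 in si*ZNF25*. The paper's methods give a minimum depth in reads per sample, and the values here rest on the counts on genes. The counts were whole numbers and were used without rounding. Genes were kept by edgeR's filterByExpr, which left 20032, and were normalized by TMM. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, whereas the paper names DESeq2. Because a count is about 4 times the number of read pairs, low counts rest on fewer observations than their size shows.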

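*ZNF25* (ENSG00000175395) lies on the minus strand of chromosome 10 of GRCh38 from 37949573 to 37976647. Its estimated counts were 67, 47 and 119 in siNC replicates 1 to 3 and 11, 16 and 12 in si*ZNF25* replicates 1 to 3, so the knockdown libraries rest on a few read pairs each. The TMM-normalized level was 1.13 ± 0.673 CPM (SD, n = 3) in siNC and 0.193 ± 0.0306 CPM (SD, n = 3) in si*ZNF25*. The log2 fold change was −2.53 (standard error 0.50, adjusted p = 0.0543 from edgeR's quasi-likelihood test). Every si*ZNF25* library was below every siNC library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change was between −2.82 and −1.94. Over the alternatives, the adjusted p ranged from 0.00112 with DESeq2, at a log2 fold change of −2.54, to 0.269 with limma on log2(FPKM + 1) and no filter, at −0.25 on that scale, which understates the change of low genes. *CCND1* (ENSG00000110092), on chromosome 11 from 69641156 to 69654474, had 730 ± 51.9 CPM (SD, n = 3) in siNC and 185 ± 5.31 CPM (SD, n = 3) in si*ZNF25*.

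**Figure D2:**
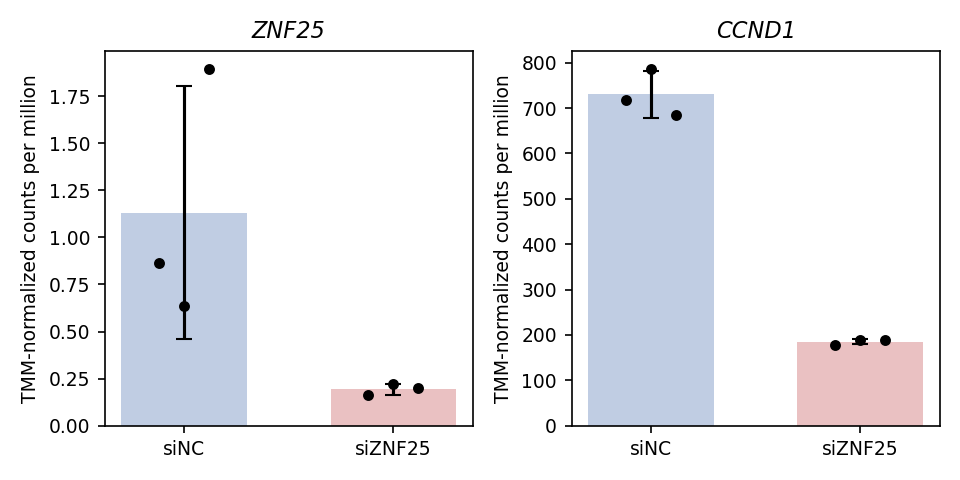
TMM-normalized CPM of *ZNF25* and *CCND1* in each library, with points for single libraries and the mean ± SD of 3 libraries per group. For both genes the 3 si*ZNF25* libraries lie below the 3 siNC libraries.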

RNA-seq was conducted on U87-MG cells transfected with si*ZNF25* and siNC. Compared with the siNC group, *ZNF25* knockdown resulted in the significant upregulation of 192 genes and downregulation of 463 genes, as illustrated in the volcano plot (**Figure 9A**). 

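At an adjusted p under 0.05 and an absolute log2 fold change over 1, 286 of the 20032 genes tested were DEGs, 120 upregulated and 166 downregulated. An unadjusted p under 0.05 was reached by 4065 genes. With DESeq2 the count was 739, of which 223 were upregulated and 516 downregulated, and 275 of these were among the 286. The number depended on the libraries used. With 1 library left out, and so fewer samples, it was 9, 17 and 44 without siNC replicates 1 to 3. It was 306, 11 and 12 without si*ZNF25* replicates 1 to 3. Among the genes labelled in Figure 9A, *CCND1* had a log2 fold change of −1.98 (standard error 0.11, adjusted p = 0.00297 from edgeR). *SOWAHA* fell by 1.98 on the log2 scale (standard error 0.21, edgeR adjusted p = 0.0123), and the log2 fold change of *CDK2* was −1.29 (standard error 0.14, edgeR adjusted p = 0.0121). *CD4* and *ZDHHC20* were also DEGs, with log2 fold changes of −1.52 and −2.10. The 3′ UTRs of *SOWAHA*, *CDK2*, *CD4* and *ZDHHC20* hold a match to the seed of at least 1 of the *ZNF25* siRNAs, and that of *CCND1* holds none. *CXCL8* rose by 0.67 (standard error 0.11, edgeR adjusted p = 0.0337) and *JUN* by 0.85 (standard error 0.17, edgeR adjusted p = 0.0573), both under the fold limit. *CCND1* was a DEG in each of the 18 alternatives run, while *SOWAHA* and *CDK2* were DEGs in 14, *CD4* in 10 and *ZDHHC20* in 9. The adjusted p of *ZDHHC20* ranged from 2.8e-07 to 0.202 over these. Of the other DEGs with small p-values, *TMEM176A* (ENSG00000002933, chromosome 7 from 150800403 to 150805118) went from 9.65 ± 1.16 CPM to 1.07 ± 0.0946 CPM (SD, n = 3 each), a log2 fold change of −3.18. ENSG00000276612, on chromosome 21 from 5116343 to 5133805, had 15.6 ± 2.39 CPM (SD, n = 3) in siNC and a count of 0 in all si*ZNF25* libraries. This is at least 78.6-fold lower when 3 read pairs are allowed for a count of 0. It is uncertain as a change in expression, because 2 overlapping genes on the same strand rose and the region matches nearly all of a *GATD3* transcript and part of a *PWP2* transcript.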

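Of the 10 GO terms of Figure 9B, 5 could be tested with the terms the deposited annotation gives directly to genes. A gene given only a narrower term was not counted under the broader one, so counts for broad terms are lower limits. Whether the terms are enriched with their narrower terms included was not tested. The background was the 14703 tested genes with a GO term, 241 of them DEGs. For positive regulation of cell proliferation, 12 of the 241 DEGs (4.98%) carried the term against 2.70% of the background (odds ratio 1.92, one-sided Fisher's exact test, p = 0.0309, adjusted p = 0.843 over 3951 terms). Regulation of cell proliferation was carried by 3 DEGs (odds ratio 1.19, one-sided Fisher's exact p = 0.468), cell migration by 3 (odds ratio 0.691) and cell motility by 1. No DEG carried regulation of cell motility. None of the 5 had an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. With the EASE score of DAVID, which takes 1 gene off the count, that number was 0. Over all 3951 terms, 191 had an unadjusted p under 0.05. Extracellular space alone passed after adjustment, with 36 DEGs (odds ratio 2.46, adjusted p = 0.0254 from the same exact test). The number of terms that passed was 0 with the EASE score, 11 with the DEGs of DESeq2 and 7 with a correction for GC content and transcript length chosen after seeing the data.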

GO enrichment showed involvement in regulation of cell communication, signaling regulation, and regulation of cell proliferation (**Figure 9B**). 

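KEGG pathways were taken from the deposited annotation, with the 5998 tested genes that have a pathway as background. The PI3K-Akt signaling pathway held 10 of the 105 annotated DEGs (9.52%) and 278 of the 5998 background genes (4.63%). The odds ratio was 2.21 (one-sided Fisher's exact test, p = 0.0230, adjusted p = 0.313 over 326 pathways), which placed the pathway at rank 24. Random lists matched to the DEGs on mean expression gave an unadjusted p of 0.0226 (one-sided permutation test, 10000 lists). Without siNC replicate 1, 1 of 3 annotated DEGs was in the pathway, and the one-sided Fisher's exact p was 0.134. The other fits that left out a library had p between 0.000366 and 0.0283 in this test, on lists of as few as 4 annotated DEGs. With DESeq2 the pathway held 22 of 261 annotated DEGs and was at rank 6 (one-sided Fisher's exact p = 0.00407, adjusted p = 0.219). Among the alternatives, the adjusted p passed 0.05 with limma on log2(FPKM + 0.1) alone, at 0.00609 and an odds ratio of 4.11. Of the 10 DEGs, 8 fell, *CCND1*, *PDGFA*, *CDK2*, *ERBB3*, *MAP2K1*, *COL9A3*, *IFNAR2* and *PIK3R3*, and 2 rose, *AREG* and *EREG*. *PDGFA* had a log2 fold change of −1.27 (standard error 0.13, edgeR adjusted p = 0.0106), *AREG* of 2.45 (standard error 0.19, edgeR adjusted p = 0.00413) and *EREG* of 1.52 (standard error 0.27, edgeR adjusted p = 0.0408). Over the 18 alternatives run, *AREG* was a DEG in 17, *PDGFA* in 14 and *EREG* in 7. The adjusted p from edgeR, DESeq2 or limma ranged up to 0.0647 for *AREG*, without siNC replicate 1, to 0.117 for *PDGFA* and to 0.202 for *EREG*. The downregulated DEGs alone gave an odds ratio of 3.23 and the upregulated DEGs alone 0.957 (one-sided Fisher's exact p = 0.00604 and 0.624). Among the 10 pathways of Figure 9C, 7 had an unadjusted p under 0.05 and none an adjusted p under 0.05. The lowest p-values were those of gastric cancer (odds ratio 4.07, one-sided Fisher's exact p = 0.00146) and osteoclast differentiation (odds ratio 4.50, one-sided Fisher's exact p = 0.00164). Of all 326 pathways, 35 had an unadjusted p under 0.05.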

KEGG analysis revealed that DEGs were significant enrichment in cancer-related pathways, particularly the PI3K-AKT signaling pathway (**Figure 9C**).

**Figure 9:**
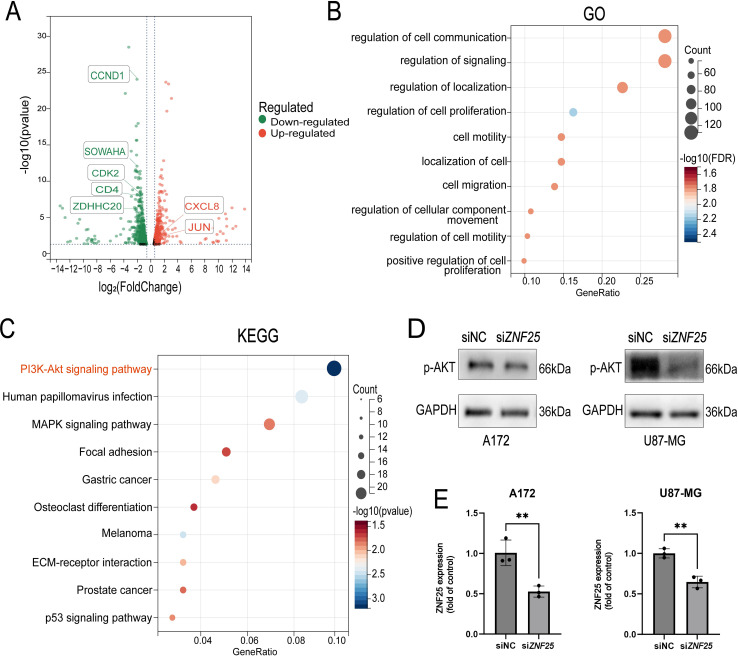
Functional enrichment analysis and molecular verification of *ZNF25* knockdown. **(A)** The volcano plot visualized all identified DEGs in U87-MG cells, which were screened by the criteria of adjusted P-value (padj) < 0.05 and ∣log_2_FC∣>1. **(B)** Top 10 enriched GO terms across all categories. **(C)** Top 10 enriched KEGG pathways. **(D)** Western blot analysis of p-AKT protein levels in A172 and U87-MG cells at 72h after transfection with si*ZNF25* and siNC. GAPDH was used as a loading control. **(E)** Bar graph showing the quantification of protein expression in U87-MG cells corresponding to **(D)**. Data are presented as mean ± SD (n = 3 independent experiment, Student’s t-test). (* P < 0.05, ** P < 0.01).

Western blot analysis further confirmed that *ZNF25* knockdown reduced p-AKT protein levels both in A172 and U87-MG cells, indicating that *ZNF25* knockdown can inhibit PI3K-AKT signaling pathway (**Figures 9D, E**). Collectively, *ZNF25* silencing suppressed the PI3K-AKT signaling pathway. These results suggest that *ZNF25* promotes glioma progression through activation of PI3K-AKT signaling.

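At the RNA level, 168 of the 278 tested PI3K-Akt pathway genes had a log2 fold change below 0. Their median log2 fold change was −0.13, against −0.03 for all other tested genes, a difference of −0.09. The difference was not past 0.05 in limma's camera test with a preset inter-gene correlation of 0.01 (two-sided p = 0.109). A different question, whether the pathway's own genes changed, was past 0.05 in limma's fry test. With the inter-gene correlation estimated from the data, 0.00960, limma's camera test gave a two-sided p of 0.180. With DESeq2 the difference was −0.10, at a camera p of 0.0317 from limma. After a correction of each library for GC content and transcript length, chosen after seeing the data, it was −0.02 and did not pass 0.05 in the same test. Protein and phosphorylation were not analysed here. From the enrichment of the DEGs in the pathway and the lower p-AKT in the Western blots of Figures 9D, E, the paper concludes that *ZNF25* silencing suppressed PI3K-AKT signaling. It proposes that *ZNF25* promotes glioma progression through activation of this pathway.

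**Figure D3:**
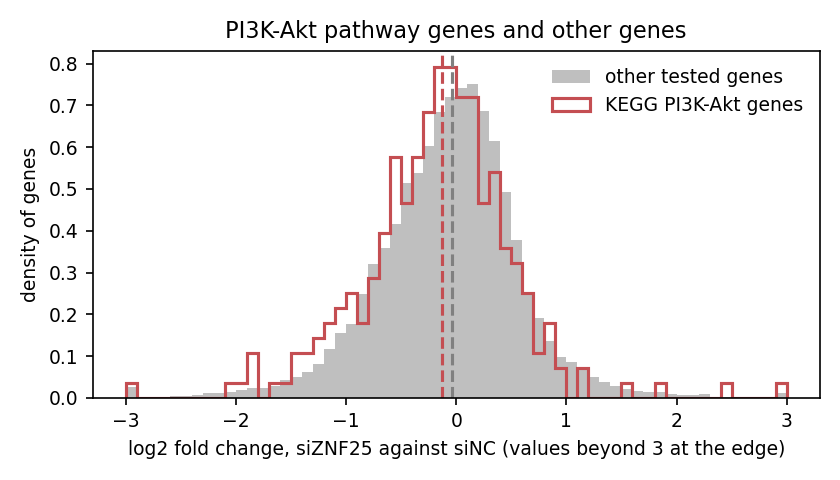
Distribution of log2 fold changes, si*ZNF25* against siNC, for the 278 PI3K-Akt pathway genes and for all other tested genes. The medians are −0.13 and −0.03, and the distributions overlap over most of their width.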

## 4 Discussion

Accumulating evidence has confirmed that KRAB-ZNF family members have been reported to regulate tumor immunity through epigenetic regulatory mechanisms, including DNA methylation, histone modification, and chromatin architecture remodeling. Representative examples such as *ZNF384* (34) and *ZNF423* (35) have been shown to modulate immune cell differentiation and anti-tumor immune responses through epigenetic pathways (36, 37). Nevertheless, the specific biological function and molecular mechanism of *ZNF25* in glioma remain poorly clarified, which highlights the necessity of our present study.

In this work, we first performed comprehensive pan-cancer analysis and found that *ZNF25* exhibited distinct expression patterns across different tumor types. Aberrant *ZNF25* expression was closely related to tumor grade and poor prognosis in glioma. Functional experiments further confirmed that *ZNF25* knockdown significantly inhibited the proliferation and migration of glioma cells. Combined enrichment analysis and molecular verification demonstrated that *ZNF25* participates in glioma progression by positively regulating the PI3K-AKT signaling pathway. In brief, our results reveal that *ZNF25* acts as a key oncogenic factor and promising clinical biomarker in glioma.

*ZNF25* expression is tightly linked to tumor heterogeneity, cancer stemness, genomic instability and Tex across multiple cancer types. Moreover, *ZNF25* was markedly correlated with the infiltration of tumor immune infiltrating cells and molecule expression. Notably, *ZNF25* displayed opposite expression and immune-related characteristics between LGG and GBM, indicating that *ZNF25* exerts context-dependent and subtype-specific regulatory roles in the TIME.

Our study establishes a critical association of *ZNF25* with PI3K-AKT pathway. PI3K-AKT pathway is frequently dysregulated in cancer, and is closely associated with tumor initiation, invasion, and drug resistance (38, 39). In addition, *ZNF25* is located on chromosome 10, and the LOH of chromosome 10, one of the most common genetic events in *IDH1*-WT GBM, is observed more frequently in GBM than LGG (40, 41).

*ZNF25* represents a promising biomarker and therapeutic target for glioma. Moreover, dynamic alterations in its expression constitute a critical molecular event indicative of the malignant progression of glioma. Future research will verify its prognostic value in larger sample cohorts and deeply explore the differential molecular mechanisms by which it functions in LGG and GBM. Besides, elucidating the specific molecular mechanisms of *ZNF25* holds great promise for advancing understanding of cancer biology and refining treatment strategies for gliomas and other malignancies.

This study has some limitations, despite systematically uncovering the correlation between *ZNF25* and various types of cancer, and finding its potential biological processes and signaling pathways that may be involved in regulation. Much of our findings derived from the TCGA pan-cancer atlas, etc. Potential selection bias in these database cohort and unresolved technical batch effects may influence the analysis results. Furthermore, most of our immune-related findings are based on associative bioinformatic analyses, they reveal correlations rather than prove causation. Therefore, the biological functions and molecular mechanisms of *ZNF25* in tumors warrant further investigation, especially in TIME. Besides, it is deserving further investigation the other members of the KRAB-ZNF family are involved in cancer, particularly in gliomas. Understanding these complex regulatory networks could provide insights into tumor development mechanisms and potential treatment approaches.

## Data Availability

The datasets presented in this study can be found in online repositories. The RNA-seq data generated and analyzed in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE272124.

# Supplementary material for: ZNF25 as an immunotherapy target: pan-cancer biomarker potential and mechanistic exploration in glioma
**Source:** Front Oncol. 2026 Jun 2;16:1631383. doi: 10.3389/fonc.2026.1631383
**Supplement:** Supplementary file 1

**Figure S1**

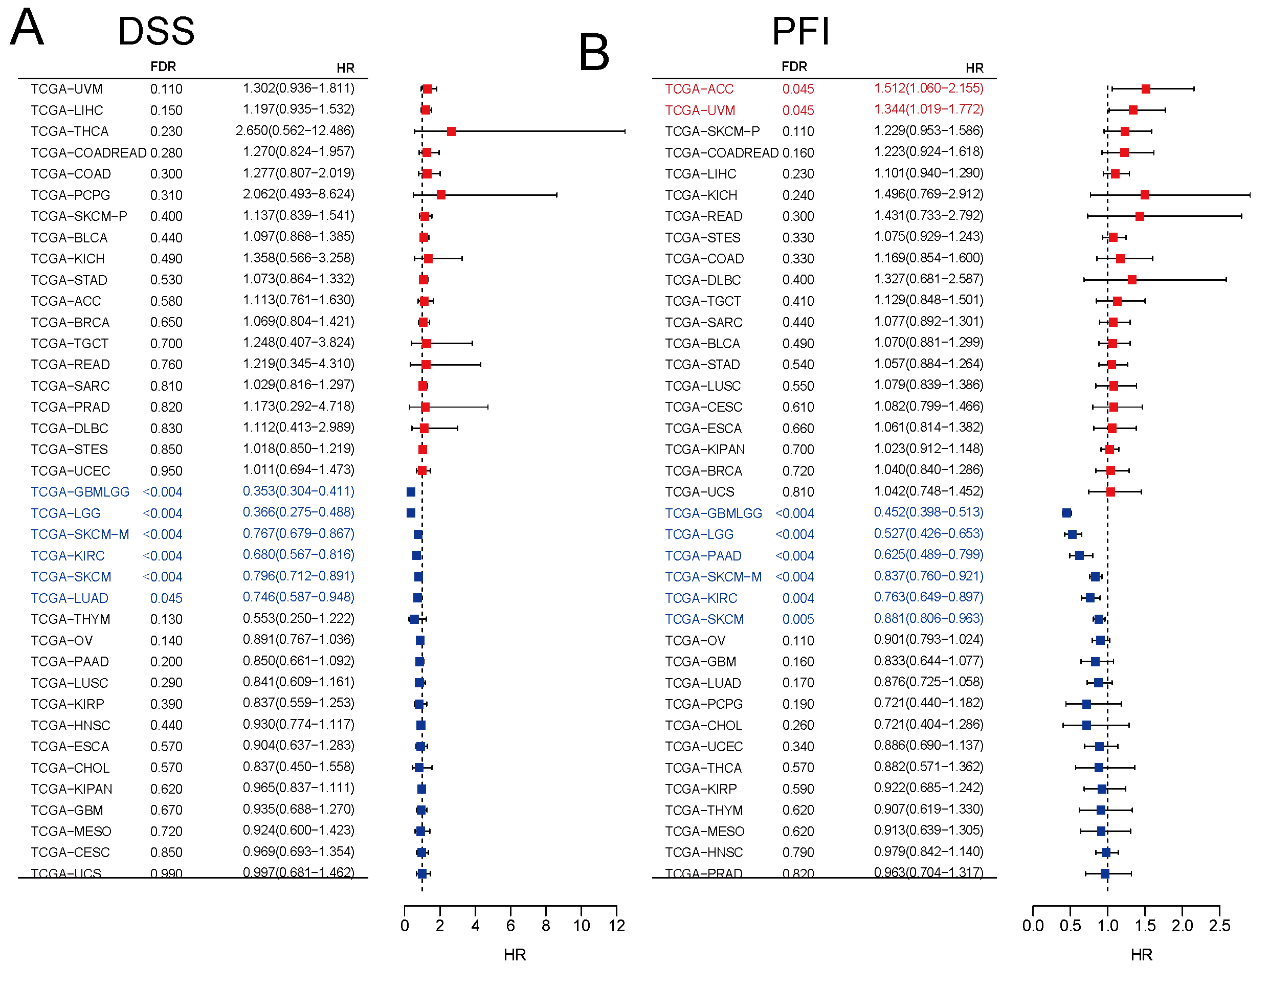

**Figure S1**. Forest plot depicting the survival analysis results of *ZNF25* expression on DSS and PFI in pan- cancer. (A) Low expression of *ZNF25* is significantly correlated with an unfavorable prognosis of DSS in 6 types of cancer patients. (B) Low expression of *ZNF25* is significant correlated with an unfavorable prognosis of PFI in 6 types of cancer patients, with LGG and GBMLGG being common to both analyses. (FDR < 0.05)

**Figure S2**

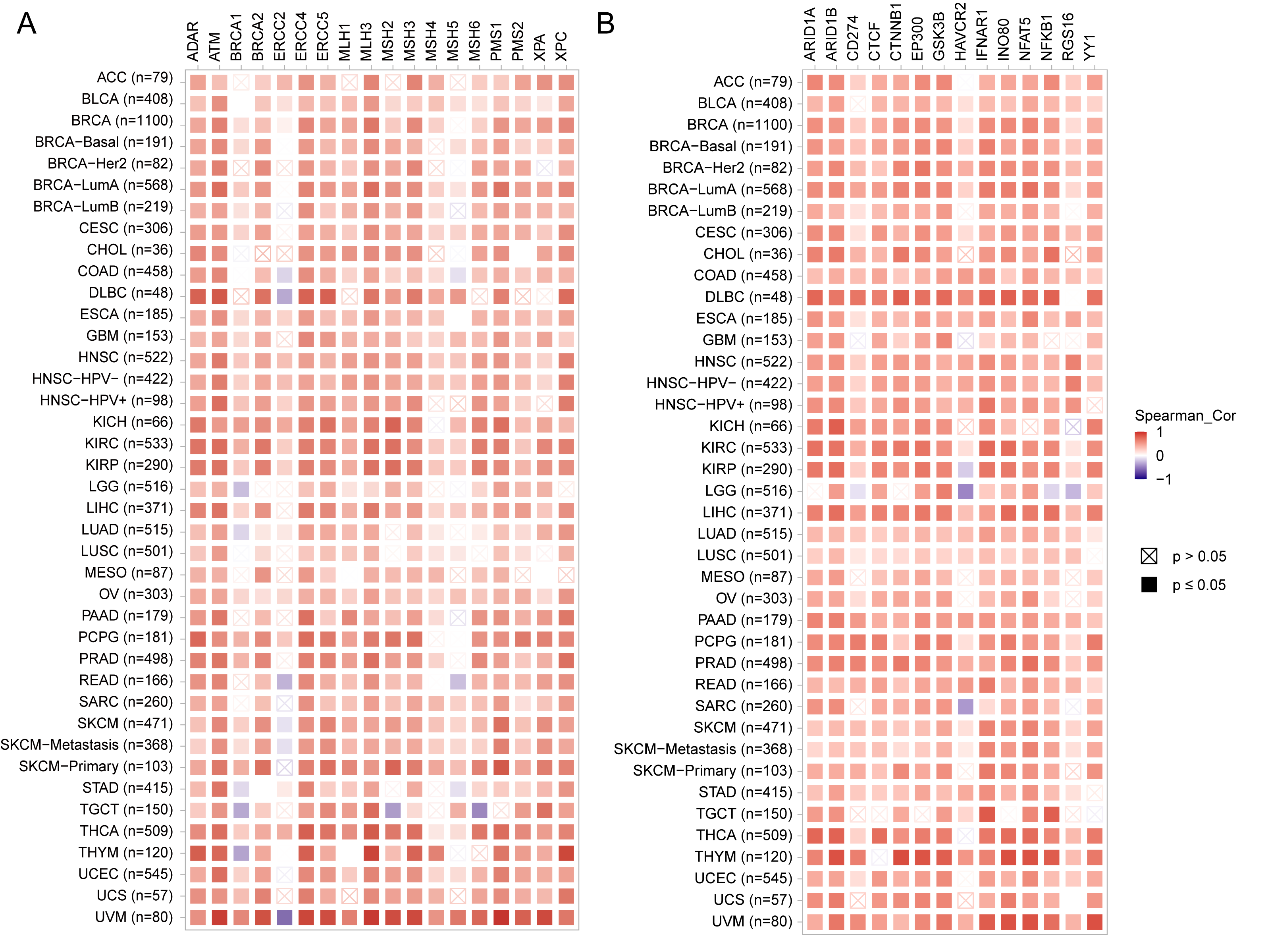

**Figure S2**. The correlation between *ZNF25* and DNA repair genes and Tex marker genes. (A) *ZNF25* significantly correlates with most DNA repair genes in almost all cancer types. (B) *ZNF25* significantly correlates with Tex marker genes in almost all cancer types.

**Figure S3**

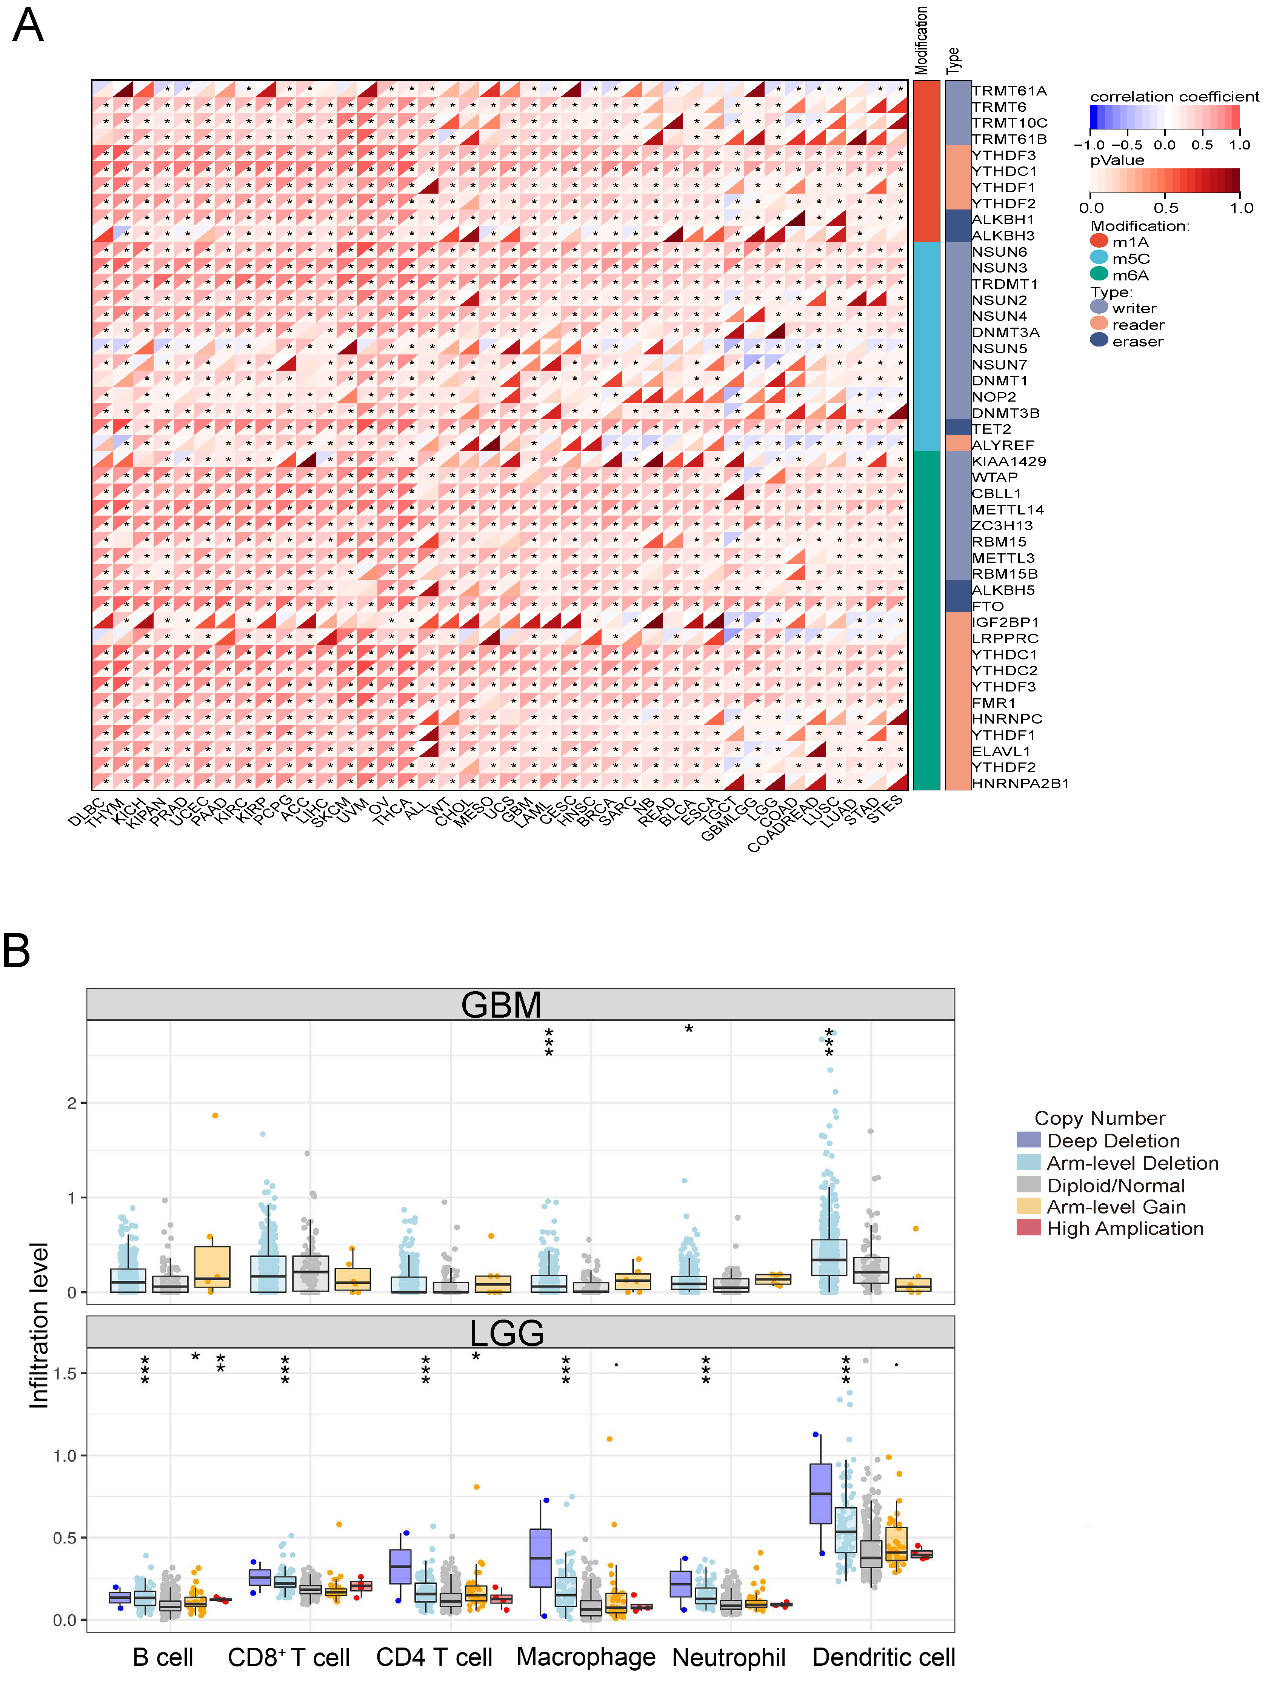

**Figure S3**. (A) The correlation between *ZNF25* expression and genes related to the functional proteins or enzymes involved in the writer, reader, and eraser of RNA modification. (B) The correlation between the CNA types of *ZNF25* and immune infiltration cells in GBM and LGG. (*p <0.05, **p< 0.01, ***p < 0.001)

How the deposited data were processed for this re-analysis (not part of the article)

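RNA-seq libraries of U87-MG cells were analysed, 3 transfected with siNC and 3 with a pool of 3 *ZNF25* siRNAs. Each was taken to come from its own dish, 72 hours after transfection. The authors aligned the reads to GRCh38 with HISAT2, quantified gene expression and used DESeq2. The paper's text does not name the quantifier, the annotation release or whether strand was used in counting. The authors deposited an estimated count per gene and library, not normalized between libraries, for 61806 genes. For 33407 of these, a deposited table also gives FPKM, normalized by the authors for transcript length and library depth, and GO and KEGG annotation. The estimated counts of the authors' 2 tables were identical for all 33407 genes. Of the 33377 genes also found in GENCODE v44, 82.6% had the same coordinates.

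The estimated counts behave as coverage-derived values in which 1 read pair adds about 4, and the total per library was between 60432952 and 75727910, or between 15108238 and 18931978 read pairs on genes. The counts were used as deposited. *ZNF25* itself had between 11 and 16 counts in the si*ZNF25* libraries, so its level after knockdown has a low precision. Within the groups, no pair of libraries differed by as little as sampling noise, and none was treated as a duplicate. The lowest chi-square per degree of freedom was 7.48. It was taken on counts divided by 4 and rounded, so that 1 read pair adds about 1. Pairs across the groups were not compared.

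The comparison was si*ZNF25* against siNC with all 6 libraries and no covariate. The main test was edgeR 4.0.16 (quasi-likelihood test, TMM factors, genes kept by filterByExpr at its defaults, Benjamini-Hochberg adjustment over 20032 genes) in R 4.3.3. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1. On simulated counts with 200 changed genes of 20032, edgeR found 185 with 7 false calls, and DESeq2 found 191 with 22 false calls. The simulation gave both groups the same spread and had no trend with GC content or transcript length. It changed only genes of higher count, by large amounts, and its counts did not carry the factor of about 4 per read pair. It therefore does not show how many calls of either tool are false in these data. Over-representation was tested with one-sided Fisher's exact tests on the deposited KEGG and GO annotation, for terms with at least 10 tested genes. DAVID itself was not used here. The direction of gene sets was tested with camera and fry of limma 3.58.1. siRNA sequences were matched to GENCODE v44 transcripts, and seed matches (bases 2 to 8) were sought in 3′ UTRs of at least 50 bases. Transcripts were aligned with minimap2, and Python 3.11.15 with scipy 1.17.1 was used for the rest.

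The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, library size only, filters of at least 1 count in any library and at least 10 in every library, each library left out in turn, the replicate number as a block, and limma on log2(FPKM + 1) and log2(FPKM + 0.1) with genes of a mean FPKM of at least 0.5, and on log2(FPKM + 1) with no filter. Other thresholds for DEGs, the EASE score, other backgrounds, DEGs of one direction and a hand-written pathway list were tried too. These alternatives, the comparisons and tests described above and the rule for named genes were set before the data were examined. A correction for GC content and transcript length (mgcv 1.9.3) and counts divided by 4 were chosen after seeing the data. So were the alignment of transcripts and further tests of technical explanations, which the closing section marks.

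The genes named were *ZNF25*, the genes labelled in Figure 9A, the 3 DEGs with the smallest p in each direction among those with at least 1 CPM on average and no overlap between the groups, and the 3 PI3K-Akt pathway DEGs with the smallest p in each direction. Genes of the lists written by hand were named only where an observation is about them. The lists were PI3K-AKT (a full and a core list), FOXO targets repressed by AKT, DNA repair, T cell exhaustion, MHC, interferon response, cell cycle, NF-kB and the zinc finger genes near *ZNF25* on chromosome 10. ENSG00000280071 and ENSG00000275464 were added after their values were seen, because they overlap a named gene. The RT-qPCR, Western blot, viability and migration experiments and the TCGA analyses were not analysed here.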

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

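Both tests on the genes in this part were chosen only after the result was seen.

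The paper does not discuss *CPLX1*, *PTHLH* or *AREG*, which had the smallest p-values among upregulated DEGs with at least 1 CPM and no overlap between the groups. *CPLX1* (ENSG00000168993, chromosome 4 from 784957 to 826129) had 0.782 ± 0.101 CPM in siNC and 6.85 ± 1.24 CPM in si*ZNF25* (SD, n = 3 each), a log2 fold change of 3.13 (edgeR adjusted p = 0.00400). *PTHLH* (ENSG00000087494, chromosome 12 from 27958084 to 27972733) rose from 7.10 ± 0.626 to 34.9 ± 3.88 CPM (SD, n = 3 each), a log2 fold change of 2.30 (edgeR adjusted p = 0.00400). *AREG* (ENSG00000109321, chromosome 4 from 74445136 to 74455005) rose from 2.06 ± 0.164 to 11.3 ± 1.27 CPM (SD, n = 3 each), a log2 fold change of 2.45 (edgeR adjusted p = 0.00413). Every si*ZNF25* library was above every siNC library for these 3 genes. *CPLX1* was a DEG in all 18 alternatives run. *PTHLH* and *AREG* were DEGs in 17, and without siNC replicate 1 their edgeR adjusted p was 0.0647.

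The tables argue against 2 technical explanations. After the correction for GC content and transcript length, the lowest log2 fold change of the 3 genes was 2.16. A loss of a direct seed effect of the siNC duplex would need matches to its seed in their 3′ UTRs, and 0 of the 3 have one. The siRNAs against *ZNF25*, or the siNC duplex, could still act on an upstream gene through their seeds, which was not tested. A response to the loss of *ZNF25* stays open beside these routes. With a single siRNA pool and a single siNC duplex the design cannot separate them.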

How the results depend on the processing

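Tests in this part were set before their results were seen, except the correction for GC content and transcript length and the division of counts by 4, which were chosen after seeing the data.

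The log2 fold change of *ZNF25* stayed negative in all settings run. It passed an adjusted p of 0.05 with DESeq2 (−2.54), with at least 10 counts in every library (−2.53) and with the GC and length correction (−2.17). With limma on log2(FPKM + 1) and no filter it was −0.25 (adjusted p = 0.269), on a scale that understates the change of low genes. It ranged from −2.82 to −1.94 across the 6 fits that each left out one library. *ZNF25* has no value under the filter on mean FPKM, and ENSG00000276612 has none with at least 10 counts in every library. The cause of the differences in adjusted p was not tested. The low count of *ZNF25* limits this result.

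The number of DEGs was 286 (120 up, 166 down). It was 739 (223 up, 516 down) with DESeq2, 144 (51 up, 93 down) with all genes of at least 1 count, 128 (49 up, 79 down) with limma on log2(FPKM + 1), 76 (30 up, 46 down) with log2(FPKM + 1) and no filter, and 608 (192 up, 416 down) with the GC and length correction. Unadjusted p under 0.05 gave 2871 (1180 up, 1691 down) at 1.5-fold and 1302 (428 up, 874 down) at 2-fold, since these thresholds are less strict. The fits that left out one library gave from 9 to 306 DEGs, from 4 to 99 up and from 5 to 207 down, with fewer samples in each. The lowest count was without siNC replicate 1. The highest was without si*ZNF25* replicate 1, and the next highest was 44, without siNC replicate 3. The cause of the other shifts was not tested. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs as the real split, which is the real split itself, so the share cannot go below 0.1. In the others, 1 split gave 1 DEG and the rest gave 0.

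The correlations of same-numbered libraries' deviations from their group means were 0.0646, −0.198 and 0.135, which shows no clear pairing by replicate number. Differently numbered libraries were not compared, and replicate 3 had the lowest total count in both groups. A pairing is therefore not excluded. With the replicate block, 67 genes were DEGs (22 up, 45 down).

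The PI3K-Akt odds ratio of 2.21 passed an unadjusted p of 0.05. It did not with at least 10 counts in every library (1.91) or with the EASE score (2.21, at a one-sided p of 0.0537), which takes 1 gene off the count. With upregulated DEGs only it reversed to 0.957. Leaving out one library gave odds ratios from 2.64 to 20.4, the upper ones from lists of few DEGs. Without siNC replicate 1 the odds ratio was 10.2 and did not pass. The median difference of the PI3K-Akt set was −0.09 and did not pass 0.05 with camera. It passed with DESeq2 (−0.10), with all genes of at least 1 count (−0.10) and with log2(FPKM + 1) and no filter (−0.048). These settings each tested 312 pathway genes, without an expression filter, and no filtered setting passed with camera. The range of the difference without one library was −0.12 to −0.08. For the same set (−0.092), fry passed, which tests the set's own genes and not their difference from others. The cause was not tested.

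Of the pathways of Figure 9C, 7 had an unadjusted p under 0.05, 5 with the EASE score, 6 with DESeq2 and 5 with the GC and length correction. Of all pathways, 0 had an adjusted p under 0.05, and 1 of 323 with DESeq2. Of the GO terms of Figure 9B, 1 had an unadjusted p under 0.05, and 0 with the EASE score. Of all GO terms, 1 had an adjusted p under 0.05, 0 with the EASE score, 11 with DESeq2 and 7 with the GC and length correction. Of the gene lists, 2 had an adjusted p under 0.05, adjusted over the lists alone. The number was 3 with DESeq2, where the cell cycle list passed too (DESeq2 fit, adjusted p = 0.044). It was 1 with library size only, with counts divided by 4, with the GC and length correction and with log2(FPKM + 1) and no filter. It was 0 with log2(FPKM + 1) and log2(FPKM + 0.1) on filtered genes, with the estimated correlation and with fry, and 1 to 2 without one library. The cause was not tested.

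For the 16 other genes named, 191 results under alternatives other than leaving out a library gave 168 with the same direction and side of the threshold, 16 weaker, 7 stronger and 0 reversed. The threshold here is an adjusted p of 0.05, without the fold limit of a DEG. Across the fits that left out one library, 96 results gave 56 the same, 39 weaker, 1 stronger and 0 reversed.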

Differences from the paper's values

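The correction for GC content and transcript length was chosen only after the result was seen.

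The paper reports 192 upregulated genes, and 120 were found here. Among the alternatives set before the data were examined, DESeq2 (223) and an adjusted p under 0.05 with no fold limit (167) lie within 1.5 times of the paper's number, and the others do not. The correction for GC content and transcript length, chosen after seeing the values, gave 192. The paper reports 463 downregulated genes, and 166 were found here. DESeq2 gave 516, the one alternative set before the data were examined within 1.5 times of it. The GC and length correction, chosen after seeing the values, gave 416.

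The PI3K-Akt pathway held 10 DEGs here, against about 21 in Fig. 9C, read by eye. Of the alternatives set before the data were examined, DESeq2 (22), limma on log2(FPKM + 0.1) (14) and an unadjusted p under 0.05 at 2-fold (27) lie within 1.5 times of that, and the others do not. The GC and length correction, chosen after seeing the values, gave 18. The −log10 p of its over-representation was 1.64 here, against about 3.2 in Fig. 9C, read by eye. Within 1.5 times of it, among the alternatives set before the data were examined, were DESeq2 (2.39), all genes with at least 1 count (3.23), the fits without siNC replicate 3 (3.44) and without si*ZNF25* replicate 1 (2.55), the replicate block (2.83), limma on log2(FPKM + 1) with the filter (2.88) and without it (3.18), limma on log2(FPKM + 0.1) (4.41) and the downregulated DEGs alone (2.22). The others were not. The GC and length correction, chosen after seeing the values, gave 2.54.

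Fig. 9A labels *CXCL8* and *JUN* among the genes that rose. Their log2 fold changes were 0.67 and 0.85 here, under the fold limit of the paper's methods, and no setting with that limit called either one. With an adjusted p under 0.05 and no fold limit *CXCL8* was called, and with an unadjusted p under 0.05 at 1.5-fold both were. The paper's KEGG analysis reports significant enrichment, and here 0 of the 10 pathways of Fig. 9C had an adjusted p under 0.05 and 7 an unadjusted one. With limma on log2(FPKM + 0.1) the PI3K-Akt pathway had an adjusted p of 0.00609. Of the GO terms of Fig. 9B that could be tested, 1 had an unadjusted p under 0.05, with genes of narrower terms left out.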

Other observations

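Of the tests in this part, those on all 7-base and 6-base words, on the spread between si*ZNF25* libraries and on the gene lists (camera, fry and the estimated correlation) were set before the data were examined. The others, with every use of the correction for GC content and length, were chosen only after the result was seen.

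Genes with a 3′ UTR match to the seed of a *ZNF25* siRNA were lower after si*ZNF25*. In the test of words, the mean differences in log2 fold change for genes with the match were −0.07 for siRNA-1, −0.12 for siRNA-2 and −0.16 for siRNA-3. These are smaller than the gaps between the medians by number of matched words given below. They were taken after a regression of log2 fold change on log 3′ UTR length and 3′ UTR GC content. They are therefore not plain differences of group means, and the 2 measures should not be compared. Among all 7-base words these lay at percentiles 0.50, 0.0732 and 0.0244, where low percentiles are the lowest differences. With 6-base words (bases 2 to 7) the percentiles were 8.23, 0.269 and 0.0488, so siRNA-1 was not among the lowest 5%. The passenger strands lay at 61.2, 18.9 and 2.68. Against words of the same bases, the highest of the 3 guide percentiles was 1.43, which argues against base composition. A match was present in 66 of 147 downregulated DEGs with a 3′ UTR (44.9%), in 3 of 95 upregulated DEGs (3.16%) and in 20.4% of other genes. Random genes matched on 3′ UTR length, GC content and expression to the downregulated DEGs carried a match in 23.7% (p = 0.0001 by permutation, one-sided, the smallest that 10000 draws can give). Seed-mediated repression by the siRNAs is therefore a candidate explanation for part of the downregulated DEGs. Of the 8 downregulated PI3K-Akt pathway DEGs, 3 carry a match (*CDK2*, *MAP2K1* and *IFNAR2*) and 5 do not, among them *CCND1*. What *ZNF25* itself contributes stays open, since no second siRNA pool or rescue was analysed here. With more matched words the median log2 fold change was lower, −0.02 with 0 words, −0.25 with 1, −0.40 with 2 and −0.54 with 3. After the correction for GC content and length these were −0.02, −0.13, −0.18 and −0.20.

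The seed word of the siNC duplex lay at percentile 98.2, with a mean difference of 0.11. One word cannot be told apart from a chance position. The listed siNC sequence also holds a letter that is not a base, outside the seed.

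Across genes, the si*ZNF25* libraries varied more than the siNC libraries, with a ratio of median SDs of 1.41. This ratio was the test set beforehand for each si*ZNF25* library having received a different siRNA, and a wider spread is what that would give, but other differences between libraries would also give it. A second test, chosen after that result, looked at the seed words in each library's deviation from the other si*ZNF25* libraries. The lowest percentile was 29.2, so no siRNA's seed stood out in one library, which argues against it. By chi-square per degree of freedom of their counts, si*ZNF25* replicates 2 and 3 were the closest of the within-group pairs (7.48, against 10.6 to 42.7 within siNC), and the pairs with si*ZNF25* replicate 1 were the farthest (78.4 and 58.4). The methods describe a pool. After the GC and length correction the ratio was 1.32.

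Log2 fold changes followed GC content (Spearman 0.285 across 20021 genes, which are not independent) and transcript length (−0.285). GC content and length were tested as the source of the excess of downregulated DEGs. Downregulated DEGs were 58.04% of DEGs before the correction and 68.4% after it, which argues against GC content and length as the source of the excess. Without the correction, the median log2 fold change ran from −0.36 in the lowest of 5 equal groups of genes by GC content to 0.14 in the highest.

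ENSG00000276612 fell to 0 counts while ENSG00000280071 and ENSG00000275464, which overlap it on the same strand, rose from 29.1 ± 1.53 to 53.7 ± 8.52 CPM and from 72.8 ± 6.07 to 105 ± 17.5 CPM (SD, n = 3 each). The sum of the 3 genes rose, with a log2 ratio of 0.43. Reads moving between overlapping genes in the counting is therefore a candidate explanation for the fall. GENCODE v44 types both overlapping genes as artifacts. A transcript of *GATD3* aligned to the region of ENSG00000276612 over 1578 of its 1584 bases at 99.2% identity. A transcript of *PWP2* aligned over 803 of its 3188 bases, at 99.4% identity.

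The interferon response list was lower after si*ZNF25*, with a median difference of −0.55 and 18 of 23 genes down (camera adjusted p = 0.00580 over the lists alone). Across the fits that left out one library the difference ranged from −0.68 to −0.33. Its weakest fit was without siNC replicate 3, at a camera adjusted p of 0.0461. After the GC and length correction the difference was −0.51, which argues against GC content and length as its whole source. With the estimated correlation its adjusted p from limma's camera test was 0.668. The fry test of limma, which asks whether the list's own genes changed, gave an adjusted p of 0.111. Differences in the response to transfected RNA between the duplexes could be a source, as could *ZNF25* itself, and neither was tested. The zinc finger genes near *ZNF25* on chromosome 10, 6 genes with *ZNF25* among them, had a median difference of −0.81 (camera adjusted p = 0.0355 over the lists alone). This list did not pass without siNC replicate 3 (−0.47, camera adjusted p = 0.216) or without si*ZNF25* replicate 1 (−0.61, camera adjusted p = 0.352). It passed in the other fits that left out one library. With the estimated correlation the adjusted p from limma was 0.668, and with fry 0.273. After the correction the difference was −0.42 (adjusted p = 0.261), so GC content and length may account for much of it. The other lists did not pass in the edgeR fit. With DESeq2 the cell cycle list did, at an adjusted p of 0.044, against a range up to 0.668 over its alternatives. Their median differences and camera p were −0.15 and 0.0666 for cell cycle, −0.35 and 0.181 for DNA repair, −0.20 and 0.134 for T cell exhaustion, 0.06 and 0.994 for MHC, −0.16 and 0.899 for NF-kB, −0.14 and 0.178 for core PI3K-AKT, −0.14 and 0.409 for FOXO targets, and −0.10 and 0.108 for the full PI3K-AKT list.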
